# Selective repression of retinoic acid target genes by RIP140 during induced tumor cell differentiation of pluripotent human embryonal carcinoma cells

**DOI:** 10.1186/1476-4598-6-57

**Published:** 2007-09-19

**Authors:** Kelly C Heim, Kristina A White, Dexin Deng, Craig R Tomlinson, Jason H Moore, Sarah J Freemantle, Michael J Spinella

## Abstract

**Background:**

The use of retinoids as anti-cancer agents has been limited due to resistance and low efficacy. The dynamics of nuclear receptor coregulation are incompletely understood. Cell-and context-specific activities of nuclear receptors may be in part due to distinct coregulator complexes recruited to distinct subsets of target genes. RIP140 (also called NRIP1) is a ligand-dependent corepressor that is inducible with retinoic acid (RA). We had previously shown that RIP140 limits RA induced tumor cell differentiation of embryonal carcinoma; the pluriopotent stem cells of testicular germ cell tumors. This implies that RIP140 represses key genes required for RA-mediated tumor cell differentiation. Identification of these genes would be of considerable interest.

**Results:**

To begin to address this issue, microarray technology was employed to elucidate in a *de novo *fashion the global role of RIP140 in RA target gene regulation of embryonal carcinoma. Subclasses of genes were affected by RIP140 in distinct manners.

Interestingly, approximately half of the RA-dependent genes were unaffected by RIP140. Hence, RIP140 appears to discriminate between different classes of RA target genes. In general, RIP140-dependent gene expression was consistent with RIP140 functioning to limit RA signaling and tumor cell differentiation. Few if any genes were regulated in a manner to support a role for RIP140 in "active repression". We also demonstrated that RIP140 silencing sensitizes embryonal carcinoma cells to low doses of RA.

**Conclusion:**

Together the data demonstrates that RIP140 has profound effects on RA-mediated gene expression in this cancer stem cell model. The RIP140-dependent RA target genes identified here may be particularly important in mediating RA-induced tumor cell differentiation and the findings suggest that RIP140 may be an attractive target to sensitize tumor cells to retinoid-based differentiation therapy. We discuss these data in the context of proposed models of RIP140-mediated repression.

## Background

Retinoids are used in the clinic to prevent and treat select tumors through the process of induced tumor cell differentiation, yet the efficacy of retinoids toward the most common neoplasms has been limited [1]. Therefore, it is important to understand the mechanisms by which tumors are resistant to the ability of retinoids to affect tumor growth and progression. Embryonal carcinoma (EC) is a model of embryonic development as well as tumor cell differentiation [2]. EC is considered to be the malignant counterpart to embryonic stem cells because of a remarkable degree of genetic, morphologic, biochemical and gene expression similarity [3,4]. EC cells are pluripotent and considered to be the stem cells of male germ cell tumors [3,4]. In response to all *trans *retinoic acid (RA), the pluripotent human EC cell line, NT2/D1, differentiates toward a neuronal lineage with associated loss of cell growth and tumorigenicity [5,6].

Retinoids mediate their effects by binding to and activating retinoid specific nuclear receptors, RARs and RXRs [7,8]. Corepressors, such as NCoR and SMRT, bind to nuclear receptors in the absence of ligand to assemble large repressor complexes containing chromatin repressing and histone deacetylase activity [9,10]. Ligand-bound receptors recruit coactivators, such as the p160 family, which recruit histone acetyltransferases and other chromatin remodeling proteins to induce gene transcription [11].

This classic coregulator paradigm does not fully explain the recent evidence that ligands such as retinoids, estrogen, and vitamin D3, apparently also actively suppress gene expression [12,13]. These data challenge the current coregulator paradigm by implying that repressor complexes may participate in active repression of ligand-bound receptors. RIP140 is the first member of a unique class of ligand-dependent corepressors [14-18]. RIP140 exhibits intrinsic repression activity when fused to the Gal4-DNA binding domain, and directly recruits histone deacetylases as well as the transcriptional repressor, c-terminal binding protein (CTBP), to nuclear receptors [19,20]. In addition, RIP140 inhibits the transactivation function of several ligand bound nuclear receptors [14-18]. Since RIP140 preferentially binds and suppresses agonist bound nuclear receptors, it provides a candidate mechanism for active repression of several members of the nuclear receptor superfamily.

Our prior work demonstrated that RIP140 is a direct target of retinoid signaling and that RIP140 can be limiting for both retinoid and estrogen signaling [21-23]. Silencing RIP140 in NT2/D1 cells resulted in RA-dependent increases in expression of model endogenous RA target genes RARβ and LEFTY2, and enhanced and accelerated RA-induced differentiation and growth suppression [22]. This evidence suggests that RA induction of RIP140 constitutes a negative-feedback mechanism to fine-tune retinoid signaling.

Retinoids are pleiotropic agents regulating many gene targets. However, we have shown that RIP140 siRNA accelerates RA-dependent growth suppression and differentiation [22]. The identification of genes normally limited by RIP140 during RA-induced growth and differentiation is of interest since these genes may be particularly important regulators of these processes. The possibility remains that unidentified subclasses of genes may be regulated by RIP140 in distinct manners [22].

The present study was conducted to characterize, on a genome-wide scale, the role of RIP140 in the regulation of RA signaling in a cancer stem cell model. Together the data demonstrates that RIP140 has profound effects on RA-mediated gene expression. Subclasses of genes were affected by RIP140 in distinct manners while other RA-dependent genes were unaffected suggesting that RIP140 may discriminate between different classes of RA targets. The RIP140-dependent RA target genes identified here may be particularly important in mediating RA-induced tumor cell differentiation.

## Results

### Validation of RIP140 specific siRNA

We previously established that RIP140 is a target of RA signaling and that RIP140 in turn is a limiting factor for RA activity [22]. Specifically, we showed that knockdown of RIP140 with a RIP140-specific siRNA (RIP140siRNA#1) increased endogenous expression of RA target genes RARβ and LEFTY2, and accelerated immunophenotypic differentiation as measure by A2B5 staining of NT2/D1 cells [22]. A key feature was that knockdown of RIP140 did not affect these endpoints in cells depleted of endogenous retinoids, confirming that RIP140 mainly associates with ligand-bound nuclear receptors. These studies were performed with a constant 1 μM dose of RA and a relatively high, 150 nM dose of siRNA. Prior to global gene expression studies, we wished to further validate the siRNA approach for targeting RIP140.

Experiments were performed under charcoal absorbed sera conditions to deplete the basal levels of retinoids known to be in sera. An additional siRNA, RIP140siRNA#2, also potently enhanced the RA-mediated expression of the RA target gene RARβ at 150 nM and at doses as low as 40 nM (Figure 1A). Importantly, RIP140 siRNA cells also overexpressed RARβ when compared to mock transfected cells (Figure 1A). Low, 40 nM doses of RIP140siRNA#1 and RIP140siRNA#2 resulted in enhanced neuronal differentiation with RA as assessed by expression of the early neuronal ectodermal marker, A2B5 (Figure 1B).

**Figure 1:**
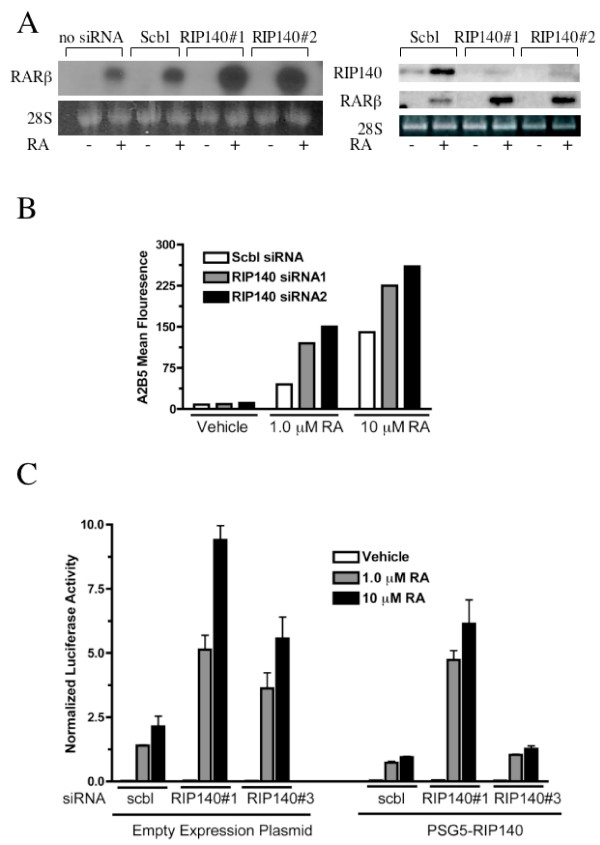
**RIP140 silencing enhances ligand-dependent RAR activation and tumor cell differentiation**. **(A, left) **Northern analysis depicting the effect of RIP140 siRNA on expression of known retinoic acid receptor target gene RARβ in NT2/D1 cells. Cells were mock transfected (no siRNA) or transfected with 150 nM siRNA prior to treatment with 1 μM RA for 24 hours. **(A, right) **Northern analysis depicting the effect of RIP140 siRNA on expression of RARβ. Cells were transfected with 40 nM siRNA prior to treatment with 1 μM RA for 24 hours. Scbl, scrambled. **B) **Immunophenotypic FACS analysis for the established neuroectodermal marker A2B5 in NT2/D1 cells transfected with 40 nM scrambled siRNA (Scbl) or RIP140 siRNA#1 or RIP140 siRNA#2 and treated for 4 days with DMSO vehicle control or indicated dosages of RA. Representative of two experiments. **(C) **The effect of RIP140 siRNAs and exogenous RIP140 expression on activity of an RARE-TK-Luc promoter in NT2/D1 cells. Cells were transfected with indicated control (scbl) or RIP140 siRNAs at a concentration of 50 nM and either empty expression vector or a plasmid expressing RIP140 prior to addition of indicated dosages of RA for 48 hours. Note, RIP140 siRNA#1 targets sequences within the RIP140 expression plasmid while RIP140 siRNA#3 targets the 3' untranslated region of RIP140 but does not target PSG5-RIP140. Error bars are S.D. of triplicate determinations. For all experiments above, cells were cultured in charcoal absorbed sera media for 24 hours prior to and during the experiment.

An important control to ensure a given siRNA phenotype is not due to off-target effects is to rescue the siRNA phenotype with overexpression of its target. RIP140siRNA#1, as well as a newly designed siRNA targeting the 3' untranslated region of human RIP140 (siRNA#3) enhanced induction of a RAR-specific reporter construct in a RA-dependent manner (Figure 1C). Further, a RIP140 expression plasmid that does not contain the 3' untranslated region of RIP140 repressed RA signaling in scrambled control cells (Figure 1C). This RIP140 construct potently opposed the effect of RIP140siRNA#3 but not RIP140siRNA#1, which targets the coding region of RIP140. Thus, silencing of RIP140 by siRNA enhanced RA-mediated responses in NT2/D1 cells at low doses of siRNA and this could be rescued by exogenous RIP140. Further, the effects of RIP140 silencing were mainly ligand-dependent since performing these experiments under charcoal absorbed sera conditions resulted in minimal changes in basal RAR activity or in the differentiation of NT2/D1 cells (Figure 1).

### Microarray Design

We then sought to determine the global effects of RIP140 on RA-dependent and RA-independent gene expression. A dose of siRNA of 90 nM was chosen. Twelve independent hybridizations were performed from mRNA isolated from 12 independent samples (Figure 2A). One scrambled and two independent RISC-free siRNA transfections and transfections with three distinct RIP140 siRNAs were performed in NT2/D1 cells. Each siRNA treatment was further treated with either 10 μM RA or DMSO control for 24 hours. Hence, the design consisted of four groups, the three siRNA controls treated with vehicle, Group 1; the siRNA controls treated with RA, Group 2; siRNA to RIP140 treated with vehicle, Group 3; and siRNA to RIP140 treated with RA, Group 4 (Figure 2A).

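NT2/D1 is a human embryonal carcinoma cell line that takes a neuronal fate when treated with RA. Transcripts of the 12 samples were measured on Affymetrix arrays, 3 per group. Groups 1 and 2 each hold 1 scrambled and 2 RISC-free transfections, named RISC-free-a and RISC-free-b here, and Groups 3 and 4 each hold RIP140 siRNA-1, siRNA-2 and siRNA-3. The letters a and b do not pair samples of Group 1 with samples of Group 2. The values used here are linear signals of 54675 probe sets, which the authors had scaled so that the mean without the lowest and highest 2% of probe sets is 150 on every array. They are not the RMA values that the paper analysed. The median signal per array ran from 30.2 to 37.5. Each array was scaled to a 75th percentile of 145.5, signals below 16 were raised to that floor, and log2 values were taken. Per array, 31.2% to 36.8% of the probe sets lay at the floor. Probe sets whose Group 1 arrays differed 1.5-fold or more were removed, as in the paper, and 40214 remained. Of these, 4289 lay at the floor on every array, and the other 35925 were tested. One limma model of the 4 group means was fitted to all arrays, and a probe set passed the test at an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 1.5-fold. The filter keeps the Group 1 spread low, and this spread enters the variance of every comparison, which can lower p values. Genes named by the paper that the Group 1 filter removes were tested in the same model with the filter left out. The difference between the RA response of RIP140 siRNA cells and that of siRNA control cells was tested as the interaction of the 2 treatments. Counts by the methods' t-test take an unadjusted p under 0.05 and the same fold limit. A passed change against a group whose mean signal lies under the floor is given as a lower bound.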

**Figure 2:**
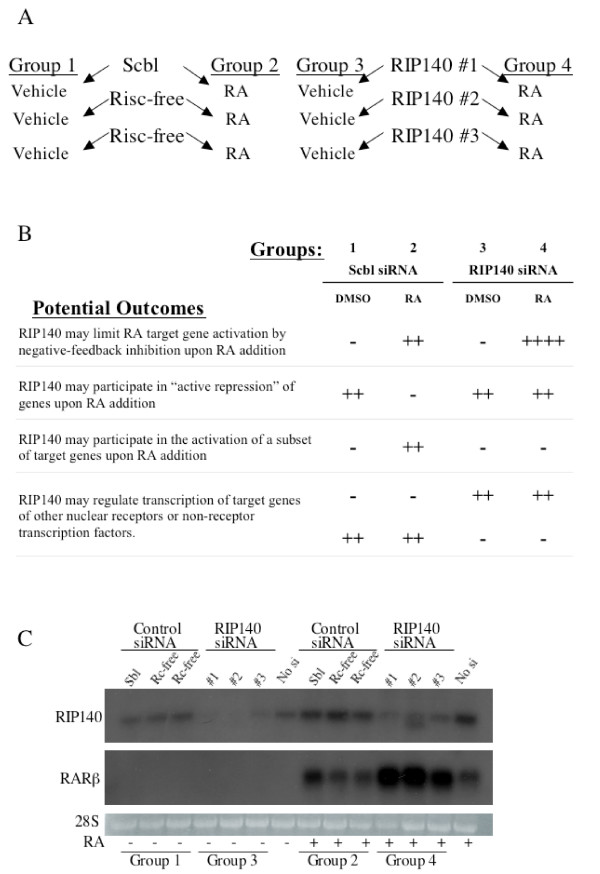
**Microarray design**. **(A) **Cells cultured in normal sera media were transfected with 90 nM control siRNAs (scrambled or RISC-free) or three separate RIP140 siRNAs. Cells were than split into DMSO, vehicle treatment or 10 μM RA treatment for 24 hours prior to harvesting for mRNA. **(B) **Possible outcomes of RIP140 siRNA on RA-dependent and RA-independent gene expression. -, no change or no expression; ++ or ++++, expression or increased expression. **(C) **Northern analysis of actual samples for microarray analysis depicting repression of RIP140 expression with indicated RIP140 siRNA and associated enhancement of RARβ expression. Included are mock transfected cells (no siRNA).

The treatments were done in the presence of normal sera, since charcoal absorption of sera removes many small hydrophobic ligands to the nuclear receptor family in addition to retinoids. This measure was taken with the aim to perhaps identify target genes of other nuclear receptors including orphan receptors that could be regulated by RIP140 in the presence of low levels of their cognate ligands. RA treatment of 10 μM for 24 hours was chosen since previous experience with NT2/D1 cells indicated that a reasonably sized set of altered genes would be obtained [5,24]. In addition, NT2/D1 cells commit to RA-induced differentiation by 48 hours and RIP140 repression accelerates RA-induced differentiation of EC cells [5,22]. Therefore, the 24-hour time point is well-within the range of the RA commitment "window" and a larger percentage of direct RA-target genes could be expected to be uncovered compared to later time points.

Based on the current understanding of the properties of RIP140 [14-18], a number of potential outcomes were anticipated: 1) RIP140 may limit RA target gene activation by negative-feedback inhibition upon RA addition, 2) RIP140 may participate in "active repression" of gene expression upon RA addition, 3) an unexpected outcome that RIP140 may participate in the activation of a subset of target genes, 4) RIP140 may regulate the transcription of target genes of other nuclear receptors or even non-nuclear receptor transcription factors. The readout from the array design that would support each of these outcomes is depicted in Figure 2B. The extent of RIP140 knockdown and the level of enhancement of RARβ expression in the actual samples used in for array are depicted in Figure 2C.

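NRIP1, the gene of RIP140, gave a signal of 609 ± 73.6 (SD, n = 3 arrays) in Group 1 and of 290 ± 79.1 in Group 3. Under RA its signal was 1500 ± 318 in Group 2 and 1290 ± 237 in Group 4, a log2 fold change of -0.21 (standard error 0.223, adjusted p = 0.75 from limma). RA raised NRIP1 2.44-fold in siRNA control cells (adjusted p = 0.015) and 4.49-fold in RIP140 siRNA cells (adjusted p = 0.00056), on all 3 RA arrays in each case. RARB, the gene of the RA receptor RARβ and a direct target of RA, lay at the floor in Groups 1 and 3. Under RA it reached 216 ± 78.3 in Group 2 and 629 ± 127 in Group 4, and each Group 4 array lay above each Group 2 array. The rise of NRIP1 in siRNA control cells passed the test only with both RISC-free arrays of Group 1, since its adjusted p was 0.071 without RISC-free-a and 0.06 without RISC-free-b.

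**Figure D1:**
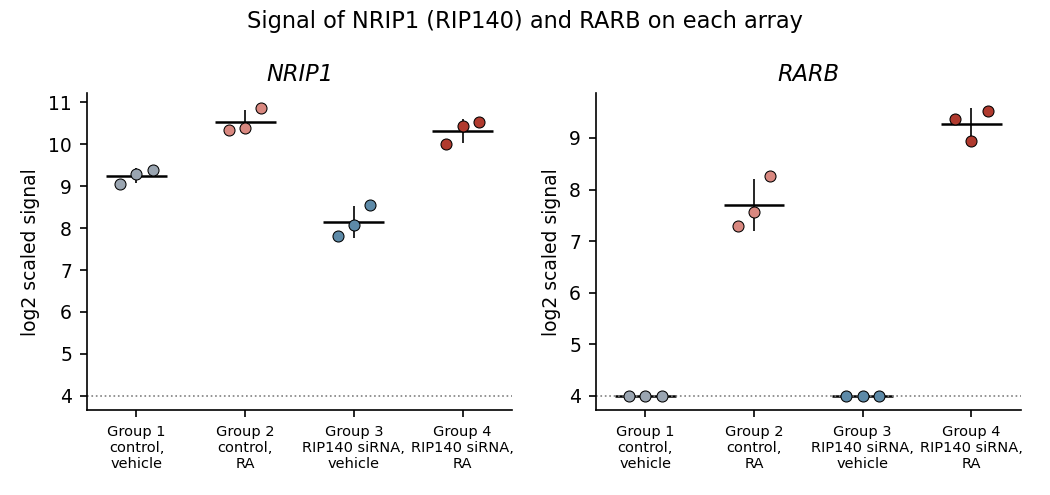
Log2 scaled signal of NRIP1 and RARB on each of the 12 arrays, by group, with the group mean (horizontal line), the SD (vertical line) and the floor (dotted line). NRIP1 lies between 290 and 1500 in group means of the signal, and RARB leaves the floor in Groups 2 and 4.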

### Silencing of RIP140 quantitatively alters the RA transcriptional response in EC cells

To further ensure that off-target effects were minimized, any gene that differed 1.5-fold or greater between the replicates of the control (Group 1) were removed from the analysis. The expression of the remaining 52,270 probe sets were compared in pairwise fashion between the experimental groups (Figure 3). As expected, comparison of gene expression between the siRNA control cells treated with RA and the control cells treated with vehicle revealed that the great majority of genes are unaltered with RA treatment (Figure 3A). 

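RA turned on anterior homeobox genes and genes of retinoid metabolism in siRNA control cells. HOXA2, which patterns the hindbrain, rose by at least 8.23 on the log2 scale (standard error 0.085, adjusted p = 7.2e-12 from limma), and CYP26A1, the enzyme that degrades RA, rose by 5.32 (standard error 0.377, adjusted p = 7.7e-05). HAS2, a hyaluronan synthase, rose by 5.15, GATA3, a zinc finger transcription factor, by 3.35 and CRABP2, a carrier protein of RA, by 3.22. SFRP1, a secreted WNT antagonist, fell by 2.75 (adjusted p = 0.00015) and OTX2, a homeobox gene of the epiblast and forebrain, fell by 2.27 (adjusted p = 0.0013). For each of these genes the 3 Group 2 arrays lay on one side of the 3 Group 1 arrays. Of 11 measured HOX genes of paralog groups 1 to 5, 5 rose, among them HOXA2, HOXB1, HOXA5 and HOXB5, and 6 did not pass the test (5 rose when adjusted over the list alone). As a set they were higher by the camera test of limma (adjusted p = 5.6e-10, and adjusted p = 0.0019 with an estimated correlation). Of 22 genes of retinoid receptors, binding proteins and metabolism, 7 rose and 1 fell (8 and 1 when adjusted over the list alone; set test adjusted p = 2.1e-06, and adjusted p = 0.011 with an estimated correlation). Of 26 pluripotency genes 6 fell, among them TERF1, a telomere protein, at -1.04 (9 when adjusted over the list alone; set test adjusted p = 3.7e-06, and adjusted p = 0.037 with an estimated correlation). Of 41 genes of the NODAL, activin and BMP pathway, 7 rose and 1 fell (10 and 1 when adjusted over the list alone; set test adjusted p = 0.0015, and adjusted p = 0.0501 with an estimated correlation). BMP4, a BMP ligand, rose by 1.85 and SMAD6, an inhibitor of BMP signalling, by 1.61. In all, 936 probe sets passed the test in Group 2 vs. Group 1, which is 2.61% of those tested, with 538 higher and 398 lower. The methods' t-test gave 2319. The count was 406 without the RISC-free-a array of Group 1, 389 without RISC-free-b and 537 without scrambled. The mean log2 ratio of the 3′ to the 5′ control probe sets of GAPDH and ACTB, a sign of RNA quality, was 0.0234 ± 0.0271 (SD, n = 3 arrays) in Group 1 and 0.124 ± 0.0576 in Group 2.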

Interestingly, the total number of genes regulated by RA in the RIP140 siRNA cells increased compared to the number of genes regulated by RA in the siRNA control cells (compare the spread in the scatter plots between Figure 3A vs. Figure 3B or 3C). This is apparent regardless of whether RIP140 siRNA RA cells were compared with control siRNA vehicle cells (Figure 3B) or compared to RIP140 siRNA vehicle cells (Figure 3C). 

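In RIP140 siRNA cells RA raised SOX3, a transcription factor of neural progenitors, by 2.87 on the log2 scale (standard error 0.301, adjusted p = 0.00066 from limma) and DACT1, a regulator of WNT signalling, by 4.19 (adjusted p = 2.6e-06) in Group 4 vs. Group 3. FOS, a transcription factor of the immediate early response, fell by 2.81 (adjusted p = 0.0016), AK4, a mitochondrial adenylate kinase, fell by 2.75 and POLR3G, a subunit of RNA polymerase III that is high in pluripotent cells, fell by 1.92. Against Group 1, CNR1, a cannabinoid receptor, was higher in Group 4 by at least 4.34 (adjusted p = 1.2e-06) and FZD10, a WNT receptor, by 2.93. In each of these comparisons the arrays of the 2 groups did not overlap. SOX3, DACT1, AK4, POLR3G, CNR1 and FZD10 also passed in the same direction in Group 2 vs. Group 1. Without the RISC-free-b array of Group 1, SOX3 did not pass there (adjusted p = 0.06). POLR3G did not pass there without RISC-free-a, RISC-free-b or scrambled of Group 1 (adjusted p = 0.086, 0.11 and 0.11). Nor did POLR3G pass without RISC-free-a or RISC-free-b of Group 2 (adjusted p = 0.087 and 0.1). Of the 11 HOX genes of paralog groups 1 to 5, 7 rose in Group 4 vs. Group 3 (set test adjusted p = 2.1e-15, and adjusted p = 0.00039 with an estimated correlation) and 7 in Group 4 vs. Group 1 (8 when adjusted over the list alone; adjusted p = 1.2e-14, and adjusted p = 0.00046 with an estimated correlation). Of the 22 retinoid genes, 9 rose and 1 fell in Group 4 vs. Group 3 (adjusted p = 7.9e-09, and adjusted p = 0.0039 with an estimated correlation), and 8 rose and 1 fell in Group 4 vs. Group 1 (10 and 1 when adjusted over the list alone; adjusted p = 6.4e-07). Of the 26 pluripotency genes, 9 fell in Group 4 vs. Group 3 (10 when adjusted over the list alone; adjusted p = 2.6e-10, and adjusted p = 0.0069 with an estimated correlation) and 11 in Group 4 vs. Group 1 (adjusted p = 4.0e-11, and adjusted p = 0.0061 with an estimated correlation). Of the 41 genes of the NODAL, activin and BMP pathway, 9 rose in Group 4 vs. Group 3 (11 rose and 1 fell when adjusted over the list alone; adjusted p = 5.7e-05, and adjusted p = 0.018 with an estimated correlation), and 11 rose and 1 fell in Group 4 vs. Group 1 (adjusted p = 0.0014, and adjusted p = 0.039 with an estimated correlation). Of 37 neural and neuroectodermal genes, 6 rose and 2 fell in Group 4 vs. Group 3. The set test did not pass there (adjusted p = 0.448, and adjusted p = 0.471 with an estimated correlation). In Group 4 vs. Group 1, 7 rose and 2 fell (adjusted p = 0.011, and adjusted p = 0.036 with an estimated correlation). In siRNA control cells (Group 2 vs. Group 1) 6 rose and 3 fell (7 and 3 when adjusted over the list alone). The set test did not pass there either (adjusted p = 0.094, and adjusted p = 0.127 with an estimated correlation). In Group 4 vs. Group 3, 1078 probe sets passed the test, 580 higher and 498 lower, and in Group 4 vs. Group 1 1814 passed, 899 higher and 915 lower. The methods' t-test gave 1718 and 2859. Of the probe sets changed by RA, 451 passed in one direction in both Group 2 vs. Group 1 and Group 4 vs. Group 3, and 3 in opposite directions. Without the RISC-free-a, RISC-free-b or scrambled array of Group 1 the count for Group 4 vs. Group 1 was 964, 970 or 1145. The 3′ to 5′ ratio of GAPDH and ACTB was 0.0733 ± 0.0148 (SD, n = 3 arrays) in Group 3 and 0.174 ± 0.0365 in Group 4.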

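RA raised ISL1, a homeobox gene of motor neurons, 13.5-fold in siRNA control cells (adjusted p = 0.00012 from limma) and 14.4-fold in RIP140 siRNA cells (adjusted p = 6.2e-05), on all 3 RA arrays in each. CHN2, a GTPase-activating protein of Rac, rose 12.1-fold in RIP140 siRNA cells and TNC, the extracellular matrix protein tenascin C, fell 4.69-fold (adjusted p = 0.0015). SFRP1 fell 6.75-fold in siRNA control cells and 8.95-fold in RIP140 siRNA cells. At a minimum change of 2-fold, 480 probe sets passed the test in Group 2 vs. Group 1 and 630 in Group 4 vs. Group 3. At 3-fold the counts were 168 and 241, at 5-fold 49 and 86 and at 8-fold 26 and 46. The ratio of the counts was 1.15 at 1.5-fold, 1.31 at 2-fold, 1.43 at 3-fold, 1.76 at 5-fold and 1.77 at 8-fold. At 2-fold it was 1.98 without the RISC-free-a array of Group 1, 1.03 by the methods' t-test, 0.463 in a fit to only the groups compared and 0.16 by the methods' t-test after Benjamini-Hochberg adjustment. By the methods' t-test it was 0.741 at 1.5-fold, 1.33 at 3-fold, 1.72 at 5-fold and 1.77 at 8-fold, so the direction of the ratio depends on the test at the lower folds. Selection on one comparison inflates the changes seen in it. Of the probe sets that passed in Group 2 vs. Group 1, 31.4% had a larger change in Group 4 vs. Group 3, and of those that passed in Group 4 vs. Group 3, 85.4% had a larger change there. Over the 1560 probe sets that passed in either, the median difference between the RA responses (Group 4 vs. Group 3 minus Group 2 vs. Group 1) was 0.0988 on the log2 scale for those higher with RA and -0.228 for those lower. Across these probe sets, which are not independent replicates, the slope of the RA response in RIP140 siRNA cells on that in siRNA control cells was 1.14 (major axis) at a Pearson's r of 0.846.

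**Figure D2:**
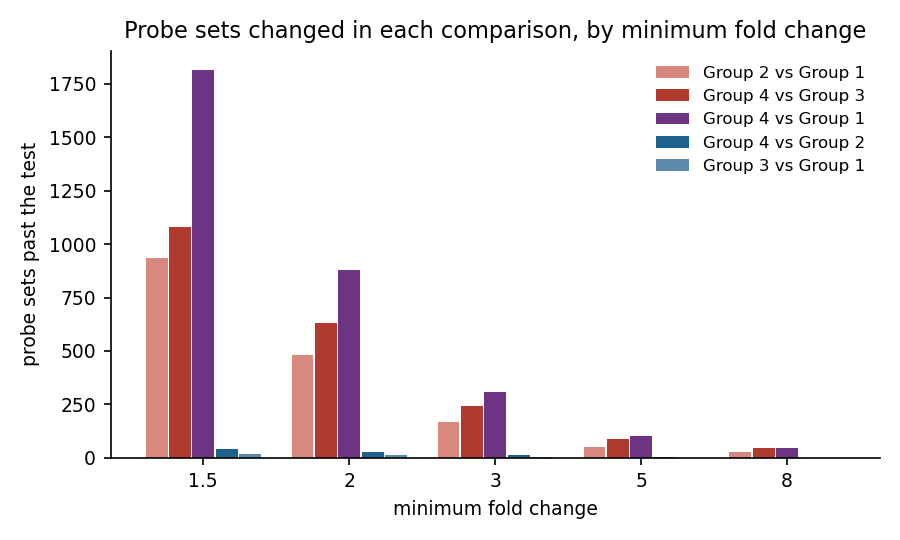
Number of probe sets that passed the test (y axis) at each minimum fold change (x axis), with 1 bar per comparison of groups. At 8-fold the bars of Group 4 vs. Group 3 and Group 2 vs. Group 1 stand at 46 and 26.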

The disparity in the overall number of RA-sensitive genes increased as the fold-cut off increased (Figure 3F), suggesting that RIP140 siRNA increases the number of RA altered genes and also amplifies RA-dependent gene alterations. It is important to emphasize that the genes identified here under these experimental conditions may not be direct target genes of liganded RARs. The complete list of genes and expression values for each pairwise comparison is supplied in Supplemental Tables S1 to S5 [see Additional file 1].

**Figure 3:**
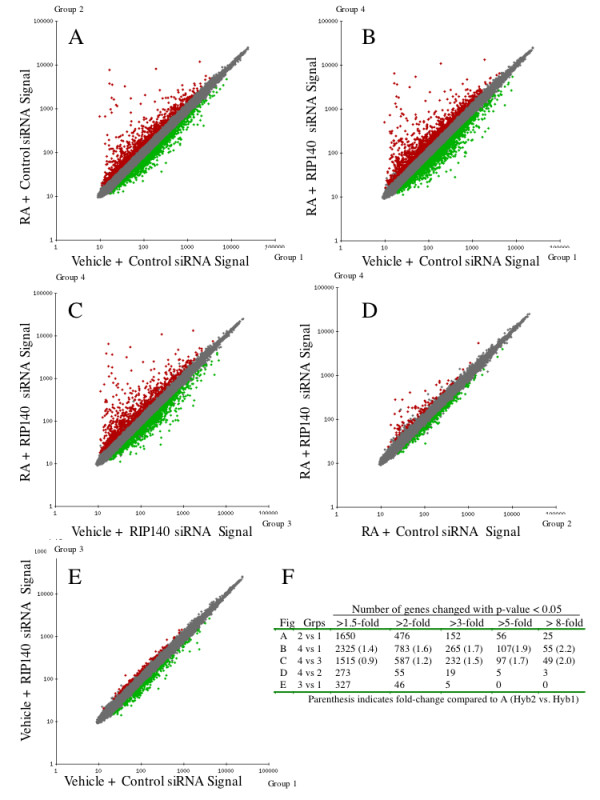
**Scatter plot analysis of gene expression differences between groups**. **(AE) **The three independent samples for each of the four groups as outlined in Figure 2A were averaged and then compared to one another utilizing the GeneSifter package as described in Materials and Methods. Red squares represent genes expressed to a higher degree in samples along the y-axis; green squares represent genes expressed to a higher degree in samples along the x-axis. Grey squares represent genes changed less than 1.5 fold or with a p-value that failed to reach 0.05. **(F) **Table depicting the number of genes in the pairwise comparisons above (A-E) that are altered above the fold-cut offs indicated and with a p-value < 0.05.

A similar trend is also apparent in the scatter plot comparing RIP140 siRNA RA cells with control siRNA RA cells (Group 4 vs. Group 2, Figure 3D). 

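LINC02381 and LINC01101, long non-coding RNAs, were higher in Group 4 than in Group 2 by at least 2.54 (standard error 0.285, adjusted p = 0.012 from limma) and at least 2.02 (standard error 0.216, adjusted p = 0.0098) on the log2 scale. MIR302B, the probe set of the primary transcript of a microRNA cluster of pluripotent cells, fell by 0.85 (adjusted p = 0.015). Each of the 3 changed on every Group 4 array. Of the 11 HOX genes of paralog groups 1 to 5, 2 rose (4 when adjusted over the list alone), and as a set they were higher in Group 4 than in Group 2 (camera, adjusted p = 1.9e-05, and adjusted p = 0.018 with an estimated correlation). As a set the pluripotency genes were lower (adjusted p = 1.4e-05, and adjusted p = 0.0573 with an estimated correlation), with 1 member past the test and 4 when adjusted over the list alone. The HOX and pluripotency sets hold genes that the paper picked on these samples, such as HOXA5 and TERF1. Their tests are thus not independent of the paper. The 9 measured TALE homeobox cofactors of HOX proteins had a median of 0.18 (adjusted p = 0.0401, and adjusted p = 0.206 with an estimated correlation). Among them MEIS2 had a log2 fold change of 0.35 (adjusted p = 0.67). Of all probe sets tested 43 passed, 24 higher and 19 lower in Group 4. The methods' t-test gave 608, and 0 after Benjamini-Hochberg adjustment, while limma gave 699 higher and 629 lower at an unadjusted p under 0.05 and 1.5-fold. Of the 43, 35 had moved in the direction of the RA response of RIP140 siRNA cells, 31 passed there too and 11 passed in the same direction in Group 2 vs. Group 1. The first 2 comparisons share the Group 4 arrays, which favours such agreement, so these counts are not independent evidence. The interaction passed for 5 probe sets, those of HOXA5, PDE3A and PTGR3 as higher and those of MTMR11 and GLE1 as lower. These counts depend on which array is left out. Without the RISC-free-a, RISC-free-b or scrambled array of Group 1, 17, 21 or 22 probe sets passed in Group 4 vs. Group 2, without RISC-free-a or scrambled of Group 2 89 or 96, and without siRNA-1 or siRNA-3 of Group 3 23 or 25. Without siRNA-1, siRNA-2 or siRNA-3 of Group 4, 83, 135 or 273 passed. The count for the interaction was 29, 10 or 14 without RISC-free-a, RISC-free-b or scrambled of Group 2 and 12, 37 or 61 without siRNA-1, siRNA-2 or siRNA-3 of Group 4.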

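Among the genes higher in RIP140 siRNA cells than in siRNA control cells under RA, CDH9, a cadherin, had a signal of 14.5 ± 4.62 (SD, n = 3 arrays) in Group 2 and 37.6 ± 5.95 in Group 4 (at least 2.19-fold, adjusted p = 0.0076 from limma). UROC1, an enzyme of histidine breakdown, was at the floor in Group 2 and at least 2.42-fold higher in Group 4 (adjusted p = 0.0098). Both signals are close to the floor of the scale, and every Group 4 array lay above every Group 2 array. At 2-fold 20 probe sets passed as higher and 9 as lower in Group 4 vs. Group 2, and at 3-fold 9 as higher and 3 as lower. The 24 probe sets that were higher at 1.5-fold included 17 genes with 1 symbol.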

The greatest difference is in RA induced genes, consistent with a role for RIP140 in repressing the activation of ligand engaged RARs. However, a number of repressed genes are also repressed to a greater extend in RIP140 siRNA cells, although this differential expression is lower. 

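L1TD1, an RNA-binding protein of pluripotent cells, fell from a signal of 8300 ± 373 (SD, n = 3 arrays) in Group 2 to 5210 ± 139 in Group 4. This is a log2 fold change of -0.67 (standard error 0.066, adjusted p = 0.0075 from limma), seen on each Group 4 array. TNNT1, troponin T of slow skeletal muscle, fell at least 2.34-fold (adjusted p = 0.0055) from 37.4 ± 1.74 to the floor. TERF1 had a log2 fold change of -0.60 in Group 4 vs. Group 2 (adjusted p = 0.0544) after falling by 1.58 with RA in RIP140 siRNA cells (adjusted p = 1.42e-05). Of the probe sets that passed in Group 4 vs. Group 2, 44.2% were lower.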

Table 1 and supplemental Table S6 [see Additional file 2] list the top genes differentially expressed between siRNA RIP140 RA cells and control siRNA RA cells (Group 4 vs. Group 2). Table 1 ranks the genes by fold-change, while Table S6 [see Additional file 2] ranks the genes by p-value. The known RA-target gene HOXA5 is induced 1.6 fold with RA in siRNA control cells and 20.6-fold with RA in RIP140 siRNA cells for a differential induction of 12.8. 

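HOXA5, a homeobox gene of the cervical and thoracic body axis, lay at the floor without RA on all Group 1 arrays and on 2 of 3 Group 3 arrays, with 16.1 on the third. With RA its signal was 42.4 ± 2.64 (SD, n = 3 arrays) in Group 2 and 493 ± 146 in Group 4, a log2 fold change of 3.50 in Group 4 vs. Group 2 (11.3-fold, standard error 0.166, adjusted p = 5e-05 from limma). RA raised HOXA5 at least 2.65-fold in siRNA control cells (adjusted p = 0.0018) and, from a Group 3 signal not above background, 29.9-fold or more in RIP140 siRNA cells (adjusted p = 2.3e-07), on 3 of 3 RA arrays in each. The interaction passed for HOXA5 (adjusted p = 0.00068), but with the signals without RA at the floor it restates Group 4 vs. Group 2. These calls were made without each array in turn as well.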

RARβ, the primary gene used the establish the negative-feedback model was also identified as being super-induced by RIP140 siRNA (Table 1). 

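The receptor gene RARB was 2.99-fold higher in Group 4 than in Group 2 on the probe set of Table 1, a log2 fold change of 1.58 (standard error 0.222, adjusted p = 0.038 from limma). RA raised it at least 13-fold in siRNA control cells (adjusted p = 2.2e-05) and at least 38.8-fold in RIP140 siRNA cells (adjusted p = 1.2e-06). A further probe set of RARB gave a log2 fold change of 1.67 in Group 4 vs. Group 2 (adjusted p = 0.0765, and 0.028 without the scrambled array of Group 2). The interaction of the Table 1 probe set did not pass (adjusted p = 0.22), and passed at 0.034 without the scrambled array of Group 2. In Group 4 vs. Group 2 its adjusted p was 0.082, 0.085 or 0.08 without the RISC-free-a, RISC-free-b or scrambled array of Group 1, 0.074 without RISC-free-b of Group 2, 0.062, 0.066 or 0.06 without siRNA-1, siRNA-2 or siRNA-3 of Group 3 and 0.072 without siRNA-1 of Group 4.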

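MEIS1, a homeobox cofactor of HOX proteins, had a signal of 98.7 ± 31.8 (SD, n = 3 arrays) in Group 2 and 234 ± 72.5 in Group 4. RA raised it 4.28-fold in siRNA control cells and at least 14.1-fold in RIP140 siRNA cells (adjusted p = 0.012 and 0.00022 from limma), and Group 4 lay 2.36-fold above Group 2 on every array (adjusted p = 0.31). The first of these has an adjusted p of 0.052 without the RISC-free-b array of Group 1. NODAL, a signalling ligand of the early embryo, rose from 21.3 ± 7.58 in Group 2 to 74.9 ± 12.6 in Group 4 (log2 fold change 1.86, standard error 0.225, adjusted p = 0.019, and 0.054 without RISC-free-a of Group 1). A further probe set of NODAL gave -0.07. HOXB5, a homeobox gene of the neck region, rose from 43.4 ± 1.57 to 107 ± 14.2 on a probe set of its own (log2 fold change 1.30, adjusted p = 0.011). Another probe set of HOXB5, which Table S6 lists, lies outside the Group 1 filter. It had a log2 fold change of 1.60 and did not pass with the filter left out. The probe set that Table 1 gives as HOXB5 is annotated to its neighbour HOXB3, and had a log2 fold change of 1.53 (adjusted p = 0.22). HOXB13, a posterior homeobox gene, lay above the floor on 2 of the 3 Group 4 arrays and on no other array (65.7 ± 43.5 in Group 4, adjusted p = 0.37). Without the siRNA-2 array of Group 4, on which HOXB13 lay at the floor, its adjusted p was 2.4e-06. Groups at the floor add no spread, so this p rests on the 2 arrays left in Group 4 and is not strong evidence. Among the anterior HOX genes that RA changed, HOXB1 had a log2 fold change of 0.09 in Group 4 vs. Group 2, HOXA2 of 0.06, HOXB2 of 0.37, HOXC4 of 2.07 and HOXD4 of 1.15, and none of these 5 passed the test.

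**Figure D3:**
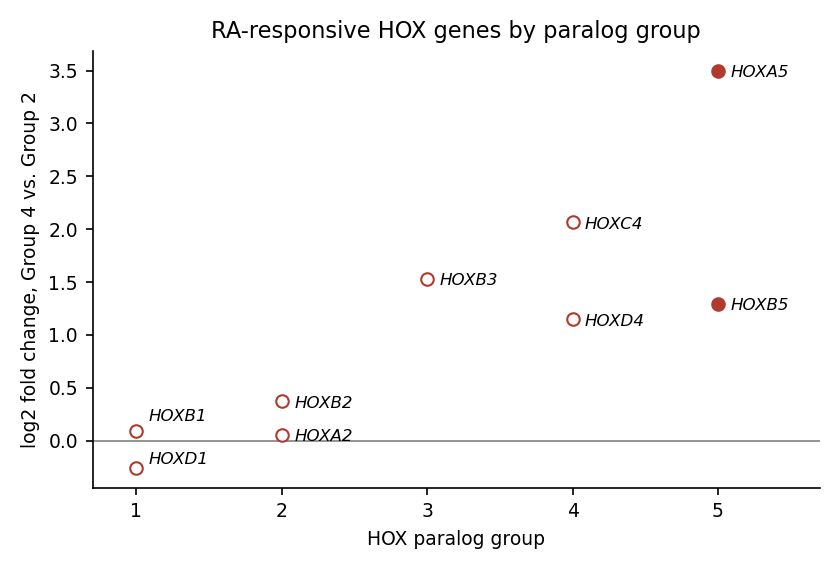
Log2 fold change in Group 4 vs. Group 2 (y axis) of the HOX genes that RA changed, by paralog group (x axis), for the probe set of each gene with the highest mean signal. Of 10 such genes 9 are shown. Filled circles passed the test, which are HOXA5 and HOXB5 in paralog group 5.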

Other genes that are highly RIP140-dependent in their RA-alterations include both known (MEIS1, HOXB5, HOXB13) and previously unsuspected (NODAL, TSHZ1) RA target genes. 

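KAT2B, the gene of the histone acetyltransferase PCAF, had a signal of 73.5 ± 11.1 (SD, n = 3 arrays) in Group 2 and 123 ± 23.2 in Group 4. The log2 fold change of 0.73 in Group 4 vs. Group 2 did not pass the test (standard error 0.231, adjusted p = 0.43 from limma), although each Group 4 array lay above each Group 2 array. RA raised KAT2B by 1.43 in siRNA control cells (adjusted p = 0.014) and by 1.55 in RIP140 siRNA cells (adjusted p = 0.0066). FOXD3, a forkhead transcription factor of pluripotent cells, is given in Table 1 by a probe set that is annotated to its antisense transcript FOXD3-AS1. Its signal fell from 465 ± 38.1 in Group 1 to 185 ± 18.2 in Group 2 (log2 fold change -1.33, adjusted p = 0.0056) and from 385 ± 42.8 in Group 3 to 93.0 ± 26.2 in Group 4 (log2 fold change -2.08, adjusted p = 0.00026). In Group 4 vs. Group 2 it had a log2 fold change of -1.03 (adjusted p = 0.085). It passed the test without the siRNA-1 array of Group 4 (adjusted p = 0.028) or the siRNA-3 array of Group 4 (adjusted p = 0.046). A dimmer probe set annotated to FOXD3 itself fell at least 3.54-fold in RIP140 siRNA cells (adjusted p = 0.015, and 0.052 and 0.054 without siRNA-1 and siRNA-2 of Group 3). Its log2 fold changes of -1.18 in siRNA control cells (adjusted p = 0.1) and -1.32 in Group 4 vs. Group 2 (adjusted p = 0.2) did not pass.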

Other noteworthy genes regulated by RA in a RIP140-dependent manner include the nuclear receptor coactivator PCAF and the pluripotency gene FOXD3 which are predicted to be upregulated and downregulated by RA, respectively (Table 1). Including the previously confirmed RARβ gene, we were able to confirm the RIP140-dependent expression pattern of 5 of the top 6 genes from Table 1 (Figure 4).

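TSHZ1, a zinc finger transcription factor of trunk patterning, rose 6.31-fold in Group 4 vs. Group 2 (log2 fold change 2.66, standard error 0.326, adjusted p = 0.036 from limma), from a signal of 61.0 ± 20.1 (SD, n = 3 arrays) to 375 ± 56.1. DMRT1, a transcription factor of the gonad and germ line, rose 4.84-fold (standard error 0.318, adjusted p = 0.036), from 23.2 ± 10.9 to 121 ± 42.9. VSNL1, a neuronal calcium sensor, fell 2.98-fold (log2 fold change -1.57, adjusted p = 0.046), from 148 ± 4.89 to 50.5 ± 10.8. PTGR3, a prostaglandin reductase listed as ZADH2 in Table 1, had a log2 fold change of 2.19 on the probe set of the table (adjusted p = 0.23) and rose by 2.64 on that of Table S6, with signals close to the floor in Group 2 (adjusted p = 0.00038). The arrays of Groups 2 and 4 did not overlap for any of these 4 genes. The interaction did not pass for TSHZ1 (adjusted p = 0.29), DMRT1 (adjusted p = 0.25) or VSNL1 (adjusted p = 0.43). The calls of TSHZ1, DMRT1 and VSNL1 lie close to the threshold. In the cases below the log2 fold changes stayed at 2.49 to 2.66, 2.28 to 2.39 and -1.46 to -1.60. The adjusted p of TSHZ1 was 0.067 and 0.051 without RISC-free-a and RISC-free-b of Group 1, 0.072 and 0.082 without those of Group 2, 0.058, 0.053 and 0.07 without siRNA-1, siRNA-2 and siRNA-3 of Group 3 and 0.069 without siRNA-1 of Group 4. That of DMRT1 was 0.08, 0.079 and 0.072 without RISC-free-a, RISC-free-b and scrambled of Group 1, 0.055 without RISC-free-b of Group 2 and 0.055 and 0.056 without siRNA-1 and siRNA-2 of Group 3. That of VSNL1 was 0.096, 0.087 and 0.081 without RISC-free-a, RISC-free-b and scrambled of Group 1, 0.068, 0.075 and 0.075 without those of Group 2, 0.055 and 0.057 without siRNA-1 and siRNA-3 of Group 3, 0.084 and 0.064 without siRNA-1 and siRNA-2 of Group 4 and 0.058 with the siRNA replicate block.

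**Figure D4:**
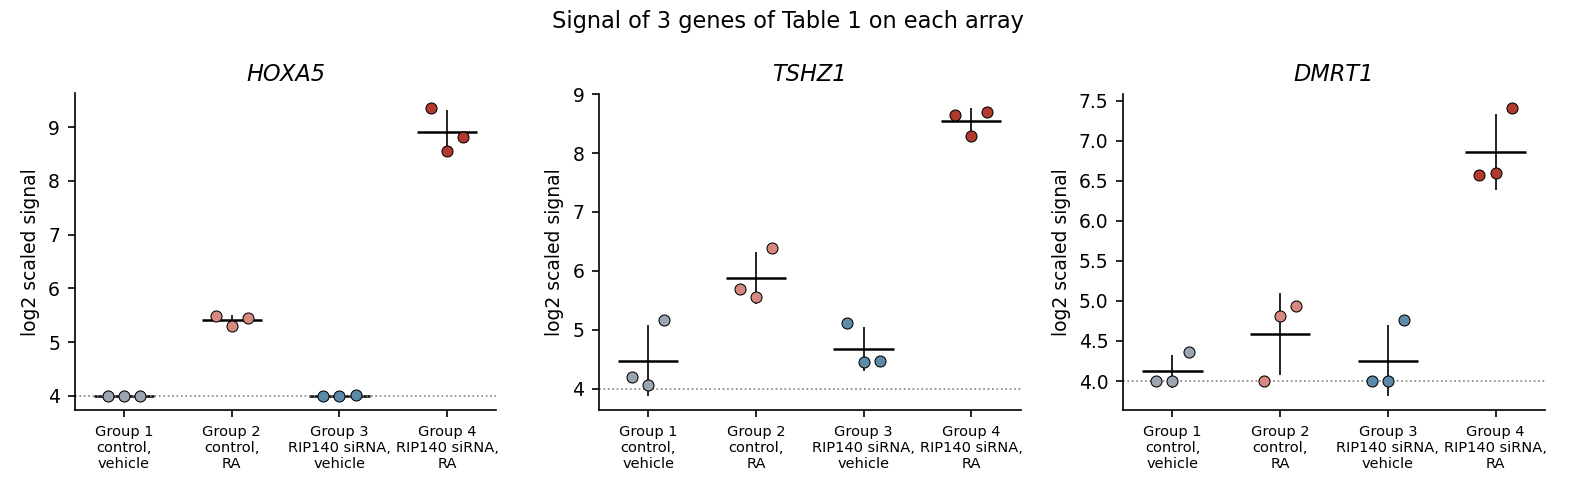
Log2 scaled signal of HOXA5, TSHZ1 and DMRT1 on each of the 12 arrays, by group, with the group mean (horizontal line), the SD (vertical line) and the floor (dotted line). The 3 arrays of Group 4 lie above those of Group 2 for each gene.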

**Table 1:** Genes differentially expressed with RA in RIP140 siRNA treated NT2/D1 cells

*Gene symbol*	*Gene description*	*RA fold-change in control siRNA cells*	*RA fold-change in RIP140 siRNA cells*	*Differential fold-change*	*p-value*
HOXA5	Homeobox A5	+1.60	+20.66	+12.88	0.000368
TSHZ1	Teashirt family zinc finger 1	+2.15	+18.87	+8.76	0.001052
DMRT1	Doublesex and mab-3 related transcription factor 1	-1.09	+3.99	+4.35	0.010148
C8orf72	Chromosome 8 open reading frame 72	+2.34	+9.85	+4.21	0.022663
ZADH2	Zinc binding alcohol dehydrogenase, domain containing 2	+1.48	+5.67	+3.84	0.011172
VSNL1	Visinin-like 1	-3.89	-14.60	-3.75	0.000767
RARB	Retinoic acid receptor, beta	+7.99	+26.90	+3.37	0.012977
PYCR2	Pyrroline-5-carboxylate reductase family, member 2	+32.66	+104.63	+3.20	0.011152
DEPDC6	DEP domain containing 6	+2.76	+8.67	+3.15	0.026040
KCNJ4	Potassium inwardly-rectifying channel, subfamily J, member 4	+3.72	+11.52	+3.10	0.008146
HOXB5	Homeobox B5	+1.40	+4.19	+2.99	0.031222
MEIS1	Meis1, myeloid ecotropic viral integration site 1 homolog (mouse)	+3.09	+9.06	+2.93	0.022140
-	DKFZP686A01247 hypothetical protein	+1.92	+5.28	+2.76	0.006054
FLJ12624	Phospholipase A2 homolog	-3.20	-8.31	-2.59	0.000778
SUSD3	Sushi domain containing 3	+3.07	+7.89	+2.57	0.023342
EDG7	Endothelial differentiation, lysophosphatidic acid G-protein recept	-1.58	-4.02	-2.55	0.019311
NRP1	Neuropilin 1	+1.54	+3.84	+2.50	0.024092
KIF21B	Kinesin family member 21B	-1.04	+2.37	+2.46	0.001602
INHBB	Inhibin, beta B (activin AB beta polypeptide)	+1.22	+2.95	+2.42	0.001612
HOXB13	Homeobox B13	+1.21	+2.82	+2.34	0.028115
OVOS2	Ovostatin 2	-1.66	-3.85	-2.32	0.001967
HLA-DPB1	Major histocompatibility complex, class II, DP beta 1	-2.07	-4.79	-2.31	0.048107
EMILIN2	Elastin microfibril interfacer 2	-1.65	-3.72	-2.25	0.010781
HAS3	Hyaluronan synthase 3	-1.75	-3.86	-2.21	0.001436
NR6A1	Nuclear receptor subfamily 6, group A, member 1	-1.02	+2.17	+2.21	0.014380
ATBF1	AT motif binding factor 1	+2.93	+6.45	+2.20	0.000101
NODAL	Nodal homolog (mouse)	+1.20	+2.60	+2.16	0.001068
ZNF703	Zinc finger protein 703	+2.62	+5.67	+2.16	0.046510
PCDH17	Protocadherin 17	+2.71	+5.81	+2.14	0.046724
**PAPPA**	**Pregnancy-associated plasma protein A, pappalysin 1**	**+1.43**	**-1.48**	**-2.11**	**0.026579**
KLHL7	Kelch-like 7 (Drosophila)	-1.34	-2.81	-2.09	0.039448
LNX1	Ligand of numb-protein × 1	-1.13	-2.30	-2.04	0.008236
PRKCH	Protein kinase C, eta	+1.99	+4.05	+2.04	0.036242
TBX3	T-box 3 (ulnar mammary syndrome)	+4.45	+9.01	+2.03	0.046092
ADM	Adrenomedullin	-1.15	-2.32	-2.02	0.019731
KCTD12	Potassium channel tetramerisation domain containing 12	-1.03	-2.08	-2.02	0.003013
PTPRU	Protein tyrosine phosphatase, receptor type, U	+1.16	+2.32	+1.99	0.006395
**WNT3**	**Wingless-type MMTV integration site family, member 3**	**+3.05**	**+1.53**	**-1.99**	**0.009256**
MCOLN3	Mucolipin 3	-1.26	-2.48	-1.97	0.041576
PCAF	P300/CBP-associated factor	+1.64	+3.22	+1.97	0.017906
LOC645323	Hypothetical LOC645323	+6.84	+13.40	+1.96	0.002997
EPAS1	Endothelial PAS domain protein 1	+1.01	-1.93	-1.96	0.007540
WDR68	WD repeat domain 68	+1.07	+2.09	+1.96	0.000433
CNR1	Cannabinoid receptor 1 (brain)	+11.84	+23.16	+1.96	0.006641
FAM46B	Family with sequence similarity 46, member B	-3.48	-6.81	-1.95	0.015572
FOXD3	Forkhead box D3	-3.72	-7.26	-1.95	0.018665
PPFIBP2	PTPRF interacting protein, binding protein 2 (liprin beta 2)	-1.17	-2.25	-1.92	0.001765
AK3L1	Adenylate kinase 3-like 1	-4.02	-7.69	-1.91	0.001875
MAP3K5	Mitogen-activated protein kinase kinase kinase 5	-1.12	+1.70	+1.90	0.020647

Gene list represents genes in scatter plot of Figure 3D; Group 4 (siRNA RIP140 RA) vs. Group 2 (control siRNA RA). Genes with a p-value < 0.05 are ranked by fold change between the expression of Group 4 vs. Group 2 (Differential fold change). Values corresponding to scatter plot of Figure 3A, Group 2 vs. Group 1 (RA-fold change in control siRNA cells) and scatter plot of Figure 3C, Group 4 vs. Group 3 (RA-fold change in RIP140 siRNA cells) are also provided. For genes with multiple probe sets, the probe set with the greatest differential expression was chosen. In bold are the two genes where RIP140 siRNA lessens the extent or direction of RA-mediated regulation.

**Figure 4:**
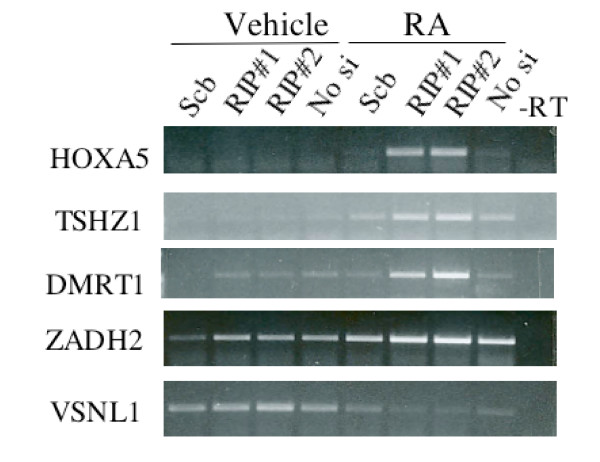
**Genes differentially expressed with RA in RIP140 siRNA treated NT2/D1 cells**. Five of top six genes in which RA-regulation was altered in RIP140 siRNA cells (Table 1) were confirmed by RT-PCR analysis. Samples used were the same as those used in the microarray analysis (Figure 2C). Cells were mock transfected (no siRNA) or transfected with RIP140 siRNA#1 or RIP140 siRNA#2 prior to treatment with vehicle or 10 μM RA for 24 hours. In indicated samples (-RT) reverse transcriptase was omitted to control for genomic DNA contamination.

The majority of RIP140-dependent genes change in a manner consistent with RIP140 limiting RA signaling. Hence, RIP140 siRNA results in enhancement or amplification of the RA signal. Genes induced by RA in control cells are induced to a greater extent by RA in RIP140 siRNA cells and genes repressed by RA in control cells are repressed to a greater extent in RIP140 siRNA cells. This trend holds true whether the effects of RIP140 on RA signaling are ranked by fold-change (Table 1, 47 out of 49 genes) or p-value (Table S6, 37 out of 40 genes). 

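Of the 49 genes of Table 1, 46 had an RA response of larger size in RIP140 siRNA cells (Group 4 vs. Group 3) than in siRNA control cells, with the difference in the direction of Group 4 vs. Group 2. They comprise 29 of the 30 genes that are higher in Group 4 and 17 of those that are lower. In direction alone, whatever the size, 48 agreed. With Group 4 vs. Group 1 as the RA response of RIP140 siRNA cells 47 were larger in size and on the side of Group 4 vs. Group 2. HOXA5, TSHZ1 and VSNL1 are among them. WNT3, a WNT ligand that Table 1 lists as an exception, rose 5.32-fold with RA in siRNA control cells (adjusted p = 0.0019 from limma) and had a log2 fold change of 0.74 with RA in RIP140 siRNA cells (adjusted p = 0.24). PAPPA, a protease of insulin-like growth factor binding proteins and the other exception, had a log2 fold change of -0.91 in Group 4 vs. Group 2 (adjusted p = 0.2). Of the 40 genes of Table S6, 35 had the larger response in Group 4 vs. Group 3, and 37 in Group 4 vs. Group 1. Of the probe sets used for Tables 1 and S6, 35 and 33 pass the Group 1 filter. In the interaction 1 and 2 of these passed over all probe sets tested, and 18 and 9 when adjusted over these of the list alone. In Group 4 vs. Group 2, 8 and 7 passed over all probe sets, and 35 and 24 when adjusted over these of the list alone. Of the 14 and 7 outside the filter, tested with the filter left out, only that of TSHZ1 passed in Group 4 vs. Group 2, and 0 in the interaction. The paper chose the lists by Group 4 vs. Group 2 on these samples. As Group 3 vs. Group 1 changed little, this choice favours larger responses, and neither the tallies nor the counts adjusted over the list alone are independent evidence. From the larger RA responses in RIP140 siRNA cells, the paper reasons that RIP140 siRNA amplifies the RA signal and proposes that RIP140 limits RA signaling.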

The exceptions are bolded in Tables 1 and Table S6 [see Additional file 2]. In addition only 1 gene in the ranked tables had an expression profile that could be consistent with "active repression" (second pattern in Figure 2B). This gene is boxed in Table S6. 

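PDE3A, a cyclic nucleotide phosphodiesterase, fell at least 1.67-fold with RA in siRNA control cells (adjusted p = 0.00094 from limma) and was at least 2.45-fold higher in Group 4 than in Group 2 (adjusted p = 0.00027), on every array. Its signal was 26.8 ± 0.156 (SD, n = 3 arrays) in Group 1 and 39.3 ± 3.37 in Group 4, close to the floor of the scale, and it was already lower in Group 3 than in Group 1 (by at least 0.71 on the log2 scale, adjusted p = 0.028). That call had an adjusted p of 0.17, 0.15 and 0.11 without RISC-free-a, RISC-free-b and scrambled of Group 1, 0.064 without RISC-free-b of Group 2 and 0.052, 0.057 and 0.071 without siRNA-1, siRNA-2 and siRNA-3 of Group 3. In addition 2 further probe sets of PDE3A gave log2 fold changes of -0.54 and -0.01 in Group 4 vs. Group 2. A probe set with no gene name had the same pattern, lower with RA in siRNA control cells and higher in Group 4 than in Group 2, and no further probe set did. PDE3A and this probe set are not in Table 1 or Table S6, where limma called 0 genes with this pattern. By the methods' t-test 55 probe sets had it, and after Benjamini-Hochberg adjustment 0 did. The siRNA replicate block leaves 1. The count was 1 without the RISC-free-a, RISC-free-b or scrambled array of Group 1, and without siRNA-1 or siRNA-3 of Group 3. It was 7, 4 and 5 without RISC-free-a, RISC-free-b and scrambled of Group 2, and 5 and 9 without siRNA-2 and siRNA-3 of Group 4. Error in the Group 2 arrays favours the pattern of PDE3A, since Group 2 enters the 2 comparisons with opposite signs.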

The effects of RIP140 had little bias for the extent of RA-induction. For example, a strongly induced gene, PYCR2, is induced by RA in control cells 32.6-fold and in RIP140 siRNA cells by 104.6-fold, while a weakly induce gene INHBB is induce 1.22-fold in control cells and 2.95-fold in RIP140 siRNA cells (Table 1). 

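INHBB, a subunit of activin and inhibin, lay at the floor in Groups 1 and 3 and had a signal of 25.0 ± 14.1 (SD, n = 3 arrays) in Group 2 and 121 ± 45.8 in Group 4. RA raised it at least 7.14-fold in RIP140 siRNA cells (adjusted p = 0.0021 from limma), and its log2 fold change in siRNA control cells was 0.56 (adjusted p = 0.55). In Group 4 vs. Group 2 INHBB had a log2 fold change of 2.28 (adjusted p = 0.054), and passed without the scrambled array of Group 2 (adjusted p = 0.012) or the siRNA-1 array of Group 4 (adjusted p = 0.015). The interaction of INHBB did not pass (adjusted p = 0.28).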

There are also examples of genes that are not altered with RA in control cells but altered by RA in RIP140 siRNA cells. 

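RA raised NODAL at least 4.03-fold in RIP140 siRNA cells (adjusted p = 0.00098 from limma) on all 3 Group 4 arrays, and its log2 fold change in siRNA control cells was 0.36 (adjusted p = 0.54). DMRT1 rose at least 6.1-fold in RIP140 siRNA cells (adjusted p = 0.0017), against a log2 fold change of 0.47 in siRNA control cells (adjusted p = 0.58). Together with these, 18 probe sets passed in one direction in Group 4 vs. Group 3 and in Group 4 vs. Group 2 and did not pass in Group 2 vs. Group 1. A missed call in siRNA control cells does not show that a gene did not respond there. The interaction of NODAL was 1.65 (standard error 0.318, adjusted p = 0.21, and 0.026 without the RISC-free-a array of Group 2) and that of DMRT1 was 2.14 (standard error 0.449).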

One interpretation of this result is that the RA alteration of these genes may have been accelerated with RIP140 siRNA and that the 24-hour time point is too early to detect RA-mediated changes in the siRNA control cells.

### Silencing of RIP140 does not greatly alter RA-independent gene expression

Although the array experiments were designed to maximize the potential to find RA-independent RIP140 targets, very few genes matching this pattern were found (last pattern in Figure 2B). This is evident by the comparison of Group 3 vs. Group 1 (Figure 3E, and Table 2 and supplemental Table S7 [see Additional file 3]). 

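UHMK1, a kinase that binds splicing factors, fell from a signal of 330 ± 37.5 (SD, n = 3 arrays) in Group 1 to 125 ± 28.9 in Group 3, a log2 fold change of -1.42 (standard error 0.171, adjusted p = 0.034 from limma) seen on each Group 3 array. Other probe sets of UHMK1 gave -0.96, -1.08 and -0.48, which did not pass. In Group 3 vs. Group 1, 16 probe sets passed the test, 6 higher and 10 lower. At an unadjusted p under 0.05 and 1.5-fold 420 were higher and 585 lower. The methods' t-test gave 847, and 1 after Benjamini-Hochberg adjustment. None passed in a fit to only the groups compared or at 1 probe set per gene. Table 2 has 40 rows, for which 39 probe sets were used here. Of these, 33 pass the Group 1 filter, of which 2 passed over all probe sets and 31 when adjusted over these of the list alone, and 0 of the 6 outside it passed with the filter left out. Of the 28 genes of Table S7 with a probe set, 27 pass the filter, of which 3 and 20 passed. For 12 of the 28, these 3 included, the probe set with the largest change here was taken, which favours a call. These lists were chosen by the paper on these samples. The 37 neural genes were higher as a set without RA (median 0.16, camera adjusted p = 0.018, and adjusted p = 0.0841 with an estimated correlation). This set holds genes that the paper picked on these samples, such as RTN1, so its test is not independent of the paper. When adjusted over the list alone 3 rose, CNR1 at 1.05 or more, RTN1 and STMN3, a stathmin of neurons, at 0.74. The 3′ to 5′ ratio of GAPDH and ACTB was lower on the Group 1 arrays (highest 0.0548) than on the other 9 arrays (lowest 0.0574). The exact permutation test of the means, two-sided, gave p = 0.018. Those 9 include the RA arrays, and RA went with a higher ratio in RIP140 siRNA cells too (Group 4 vs. Group 3, difference 0.101). In Group 3 vs. Group 1 alone the difference was 0.0499 (exact permutation test, p = 0.1). The GAPDH ratio alone overlapped between these groups, and that of ACTB did not. The count of probe sets was 3, 4 or 5 without RISC-free-a, RISC-free-b or scrambled of Group 1, 3 without RISC-free-b of Group 2, 5 without siRNA-3 of Group 3 and 49 without siRNA-2 of Group 4. The adjusted p of UHMK1 was 0.192, 0.197 and 0.105 without those 3 arrays of Group 1, 0.064 without RISC-free-b of Group 2 and 0.062 and 0.087 without siRNA-2 and siRNA-3 of Group 3.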

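NRIP1, the gene of RIP140, was 2.14-fold lower in Group 3 than in Group 1, a log2 fold change of -1.10 (standard error 0.223). Each of the 3 Group 3 arrays lay below each of the 3 Group 1 arrays, but the change did not pass the test over all probe sets (adjusted p = 0.13 from limma). A further probe set of NRIP1 gave a log2 fold change of -0.98 (adjusted p = 0.39).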

Reassuringly, one of the genes identified by the array as repressed basally is RIP140 itself. 

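PRRC2C, a proline-rich RNA-binding protein, fell by 1.05 on the log2 scale in Group 3 vs. Group 1 (standard error 0.118, adjusted p = 0.028 from limma), from a signal of 729 ± 123 (SD, n = 3 arrays) to 349 ± 12.3 and on each Group 3 array. The other 5 probe sets of the gene gave values from 0.02 to 0.43. Of the probe sets that passed in Group 3 vs. Group 1, 62.5% were lower in Group 3 (95% Wilson interval 38.6% to 81.5%). The share was 58.2% at limma's unadjusted p under 0.05 and 59.6% by the methods' t-test, against 35% by the methods' t-test in 20 simulations of unchanged groups. It was 33.3% without RISC-free-a of Group 1 or RISC-free-b of Group 2, 18.2% without siRNA-2 of Group 3 and 20% without siRNA-3 of Group 3. The adjusted p of PRRC2C was 0.174 and 0.152 without RISC-free-a and RISC-free-b of Group 1, 0.064 without RISC-free-b of Group 2 and 0.051, 0.057 and 0.087 without siRNA-1, siRNA-2 and siRNA-3 of Group 3.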

There is a clear bias for repressed genes suggesting that these genes are indirectly regulated by RIP140. The majority of the altered genes in Figure 3E and Table 2 and Table S7 are also altered with RA in siRNA control and RIP140 siRNA cells (Figure 5). Hence, RIP140 siRNA caused basal alterations in some genes that are altered in control siRNA cells treated with RA. 

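RAB3B, a GTPase of vesicle release, fell by 2.45 on the log2 scale with RA in siRNA control cells (standard error 0.295, adjusted p = 0.0021 from limma), and its signal without RA was 288 ± 55.5 (SD, n = 3 arrays) in Group 1 and 86.9 ± 31.9 in Group 3, a log2 fold change of -1.79 that did not pass (adjusted p = 0.071). In siRNA control cells 4 brighter probe sets of RAB3B had log2 fold changes from -0.13 to -0.42 with RA, which did not pass. Of the 16 probe sets that passed in Group 3 vs. Group 1, 12 (75%, 95% Wilson interval 50.5% to 89.8%) also passed in Group 2 vs. Group 1 in the same direction, 11 in Group 4 vs. Group 1 and 0 in Group 4 vs. Group 2. Of the 33 probe sets of Table 2 that pass the Group 1 filter, 20 passed in the same direction in Group 2 vs. Group 1, as did 3 of the 6 outside it with the filter left out. The 30 tested probe sets that were matched to genes lower in Table 2 had a median of -1.12 in Group 3 vs. Group 1, -1.08 in Group 2 vs. Group 1, -0.183 in Group 4 vs. Group 3 and -0.209 in Group 4 vs. Group 2. Group 3 vs. Group 1 and Group 2 vs. Group 1 share the Group 1 arrays, so part of the overlap may come from them. In 20 simulations of unchanged groups that share Group 1, a mean of 1.65 probe sets passed in Group 3 vs. Group 1 and 0.35 in both, against 16 and 12 observed. Across probe sets the covariance of the 2 changes was 0.0378, against a mean of 0.0276 (highest 0.0286) in these simulations, and the correlation was lower than in them, at 0.385 against a mean of 0.529. By the methods' t-test 36.1% of the probe sets of Group 3 vs. Group 1 were shared, against 16.5% in these simulations. The simulations hold no RA effect, and an unchanged Group 3 beside a real RA effect was not simulated. They therefore do not settle how much of the overlap comes from the shared arrays. The 75% was 50% without siRNA-1 of Group 3, 18.2% without siRNA-2 of Group 3 and 40% without siRNA-3 of Group 3.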

One interpretation of this result is that RIP140 siRNA is sensitizing the cells to the basal levels of retinoids in the normal sera media. Two genes that were found to be exclusively expressed in RIP140 siRNA cells independent of RA, and hence fit the pattern of RA-independent RIP140 targets (last pattern in Figure 2B), were doublecortex (DCX, bolded in Table 2) and reticulon 1 (RTN1, just missed fold-cutoff in Table 2). Both of these genes have roles in neuronal development. 

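DCX, a microtubule-binding protein of migrating neurons, had a signal of 47.9 ± 6.04 (SD, n = 3 arrays) in Group 1, 58.0 ± 19.2 in Group 2, 137 ± 19.1 in Group 3 and 95.9 ± 32.1 in Group 4. It was 2.86-fold higher in Group 3 than in Group 1, with each Group 3 array above each Group 1 array, and did not pass the test (log2 fold change 1.52, standard error 0.286, adjusted p = 0.10 from limma). RTN1, a neuronal protein of the endoplasmic reticulum, had a signal of 57.2 ± 9.81 in Group 1, 58.6 ± 9.54 in Group 2, 106 ± 16.1 in Group 3 and 73.7 ± 14.9 in Group 4. It was 1.85-fold higher in Group 3 than in Group 1 on every array (log2 fold change 0.89, adjusted p = 0.16). The log2 fold change with RA in siRNA control cells was 0.23 for DCX (adjusted p = 0.79) and 0.03 for RTN1 (adjusted p = 1). Another probe set of DCX was placed by the PAM clustering below among 101 probe sets. Their median RA response in siRNA control cells was -0.91, and their median in Group 3 vs. Group 1 was 0.14. These medians are not the values of that DCX probe set, so they do not decide whether RA or RIP140 siRNA changes DCX. The rise of DCX in Group 3 vs. Group 1 given here is that of 1 probe set. The value of 0.23 did not pass, and a missed call does not show that DCX is unchanged by RA. DCX passed in Group 3 vs. Group 1 without the siRNA-2 array of Group 4 (adjusted p = 0.05 after rounding up).

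**Figure D5:**
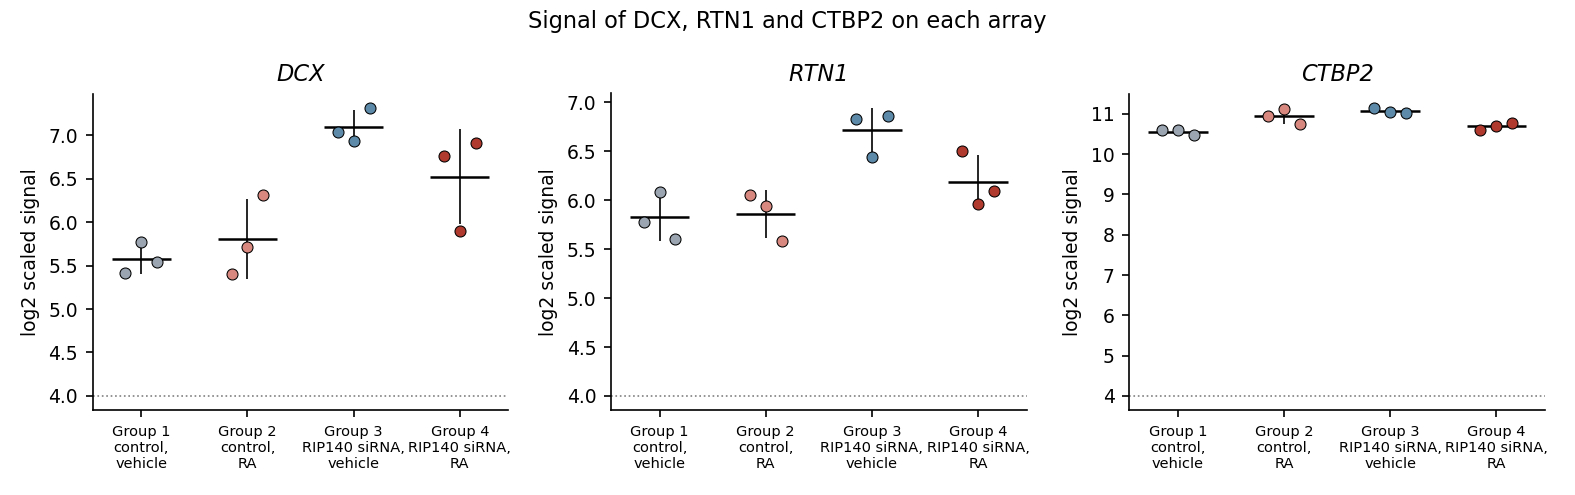
Log2 scaled signal of DCX, RTN1 and CTBP2 on each of the 12 arrays, by group, with the group mean (horizontal line), the SD (vertical line) and the floor (dotted line). The 3 Group 3 arrays lie above the 3 Group 1 arrays for each gene.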

Interestingly, a third gene that fit this pattern was only induced 1.47 fold in RIP140 siRNA cells but had a highly significant p-value, the repressor protein, c-terminal binding protein 2 (CTBP2) (Table S7). 

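CTBP2, a corepressor that binds RIP140, had a signal of 1500 ± 71.5 (SD, n = 3 arrays) in Group 1 and 2160 ± 103 in Group 3. It was 1.44-fold higher in Group 3 on every array, which is under the fold limit of 1.5 and did not pass the test (log2 fold change 0.52, standard error 0.101, adjusted p = 0.11 from limma). In the RA samples its signal was 1970 ± 247 in Group 2 and 1660 ± 95 in Group 4 (log2 fold change -0.25, adjusted p = 0.47). With RA in siRNA control cells CTBP2 had a log2 fold change of 0.39 (adjusted p = 0.077).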

CTBP2 is a known RIP140 co-factor [20]. This suggests that RIP140 may repress transcription of its own cofactor.

**Table 2:** Genes changed basally with RIP140 siRNA

*Gene symbol*	*Gene description*	*Fold change RIP140 siRNA/ctrl siRNA*	*p-value*
FOLR1	Folate receptor 1 (adult)	-4.65	0.000730
RAB3B	RAB3B, member RAS oncogene family	-4.33	0.005952
SMAD5	SMAD family member 5	-3.28	0.003862
MALAT1	Metastasis associated lung adenocarcinoma 1 (non-coding RNA)	-3.20	0.000468
**DCX**	**Doublecortex; lissencephaly, X-linked (doublecortin)**	**+2.82**	**0.000682**
B3GAT3	Beta-1,3-glucuronyltransferase 3 (glucuronosyltransferase I)	-2.63	0.005142
C14orf111	Chromosome 14 open reading frame 111	-2.62	0.003088
SMAD5	SMAD family member 5	-2.60	0.006314
CUTL1	Cut-like 1, CCAAT displacement protein (Drosophila)	-2.52	0.001457
C18orf54	Chromosome 18 open reading frame 54	-2.51	0.003054
PTBP2	Polypyrimidine tract binding protein 2	-2.48	0.004811
**NRIP1**	**Nuclear receptor interacting protein 1**	**-2.42**	**0.011665**
RSN	Restin (Reed-Steinberg expressed intermediate filament-associated)	-2.36	0.007189
UHMK1	U2AF homology motif (UHM) kinase 1	-2.34	0.009057
FNIP1	Folliculin interacting protein 1	-2.34	0.003628
PCBP2	Poly(rC) binding protein 2	-2.28	0.001479
BAT2D1	BAT2 domain containing 1	-2.28	0.001042
FAM80B	Family with sequence similarity 80, member B	-2.26	0.008836
UHMK1	U2AF homology motif (UHM) kinase 1	-2.26	0.002063
XKR6	XK, Kell blood group complex subunit-related family, member 6	-2.23	0.001595
BACH1	BTB and CNC homology 1, basic leucine zip transcription factor 1	-2.22	0.006338
LOC158863	Hypothetical protein LOC158863	-2.22	0.001177
GPD2	Glycerol-3-phosphate dehydrogenase 2 (mitochondrial)	-2.22	0.004723
LOC552889	Hypothetical LOC552889	-2.18	0.014483
RBAK	RB-associated KRAB zinc finger	-2.17	0.001749
ZFR	Zinc finger RNA binding protein	-2.14	0.001579
SLC39A14	Solute carrier family 39 (zinc transporter), member 14	-2.14	0.000483
UHMK1	U2AF homology motif (UHM) kinase 1	-2.12	0.000315
HNRPU	Heterogen nuclear ribonucleoprotein U (scaffold attach factor A)	-2.12	0.000802
PGGT1B	Protein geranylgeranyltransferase type I, beta subunit	-2.10	0.002873
ZNF660	Zinc finger protein 660	-2.09	0.001916
ZNF655	Zinc finger protein 655	-2.09	0.011026
CDC42	Cell division cycle 42 (GTP binding protein, 25 kDa)	-2.08	0.001266
ESCO1	Establishment of cohesion 1 homolog 1 (S. cerevisiae)	-2.08	0.002092
UBE2W	Ubiquitin-conjugating enzyme E2W (putative)	-2.07	0.010394
HECTD1	HECT domain containing 1	-2.06	0.012537
UFM1	Ubiquitin-fold modifier 1	-2.05	0.003571
LOC641298	PI-3-kinase-related kinase SMG-1 – like locus	+2.03	0.000555
GCNT2	Glucosaminyl (N-acetyl) transferase 2, (I blood group)	-2.03	0.001021
EDG7	Endothelial differentiation, lysophosphatidic acid G-coupled recept	-2.03	0.013785

Gene list represents genes in scatter plot of Figure 3E; Group 3 (siRNA RIP140 vehicle) vs. Group 1 (control siRNA vehicle). Genes with p-value < 0.05 are ranked by fold-change. In bold is DCX the one gene changed basally in siRNA RIP140 cells that is not also changed by RA in control siRNA cells. Also in bold is RIP140 (NRIP1). For genes with multiple probe sets, the probe set with the greatest differential expression was chosen.

**Figure 5:**
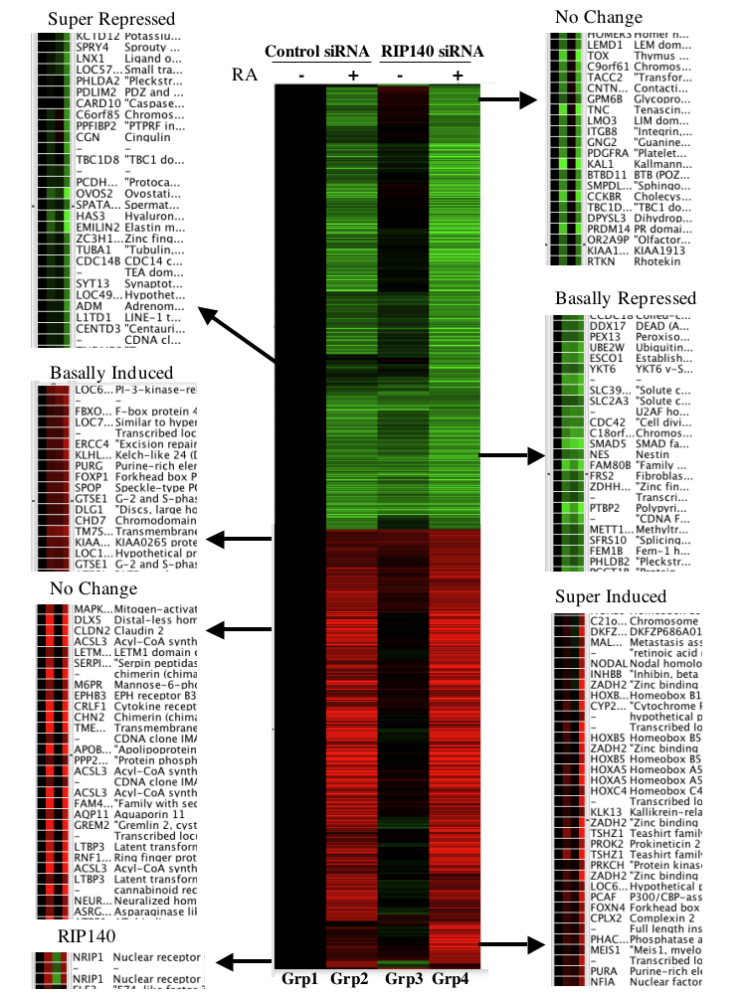
**Hierarchical cluster analysis of expression profile of RA-regulated genes in RIP140 siRNA cells**. The 1115 genes which were changed at least 1.8-fold with p-value < 0.01 in any of the four major groups were hierarchical clustered for similarity. The average expression value of Groups 2, 3 and 4 were compared to the average expression value of Group 1. Red represents genes induced compared to Group 1, green represents genes repressed compared to Group 1. Highlighted clusters are expanded to indicate individual genes and their expression pattern.

### RA target genes cluster into distinct groups based on RIP140-dependency

The major influences of RIP140 siRNA were also assessed by hierarchical clustering. There were 1,115 genes with a fold change of 1.8 or greater in any of the four groups with p-value < 0.01 (supplied as Supplemental Table S8 [see Additional file 4]). These were clustered by the Eisen program (Figure 5). Inspection of the cluster confirms that the major pattern of RIP140 siRNA alterations is RA-dependent. In that, very few genes made to threshold cutoffs because of RA-independent alterations in expression (only changed in Group 3 and Group 4 of Figure 5). Further, the pattern associated with active repression (Figure 2B) was not greatly evident (would be green in Group 2 but less green in Group 4 of Figure 5). 

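CYP1B1, a cytochrome of hormone metabolism, and PTPRB, a receptor phosphatase of blood vessels, rose with RA in siRNA control cells (log2 fold changes 0.67 and 0.72) and were lower in Group 4 than in Group 2 (-0.87 and -0.71). They are 2 of the 8 probe sets with that pattern by limma, named after their values were seen. Both signals lie close to the floor, and 2 brighter probe sets of CYP1B1 had log2 fold changes of 0.12 and -0.36 with RA in siRNA control cells. The pattern of amplification, a change in the same direction in Group 2 vs. Group 1 and in Group 4 vs. Group 2, was called for 11 probe sets. A change in Group 3 vs. Group 1 and in Group 4 vs. Group 2 in the same direction but not in Group 2 vs. Group 1 was called for 0 probe sets by limma and for 18 by the methods' t-test, which gave 80 for amplification and 76 for the pattern of CYP1B1. Group 2 enters Group 2 vs. Group 1 and Group 4 vs. Group 2 with opposite signs. Error in its arrays thus works against calls of amplification and favours the pattern of CYP1B1. These counts therefore do not show how frequent the patterns are relative to each other. At 1.8-fold between any of the 4 groups and a p under 0.01 from a test of differences among them, 1343 probe sets were selected.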

Genes representative of the major patterns are shown in Figure 5. These include genes that are basally induced or repressed with RIP140 siRNA, and genes that are "super-induced" or "super-repressed" by RIP140 siRNA. 

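FRAT2, a regulator of WNT signalling, is an example of a gene whose RA response differed little between siRNA control and RIP140 siRNA cells. With RA it fell by 1.25 on the log2 scale in siRNA control cells and by 1.45 in RIP140 siRNA cells (adjusted p = 0.0086 and 0.003 from limma). The interaction of -0.21 (standard error 0.272) did not pass the test. Of the 1560 probe sets that RA changed in either comparison, 1520 (97.4%, 95% Wilson interval 96.5% to 98.1%) passed neither in Group 4 vs. Group 2 nor in the interaction, and 40 passed in at least 1 of these. A missed call does not show an equal response. For 8.53% of the 1560 the 95% interval of the interaction lay within 1.5-fold, and the median reach of that interval to either side was 0.546 on the log2 scale. By the methods' t-test the share without a RIP140 effect was 74.4% of 3290 probe sets, and by limma without the siRNA-3 array of Group 4 it was 85.15%.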

Approximately half of the total RA-dependent genes were not influenced by RIP140 in this analysis. Partitioning around mediods (PAM) analysis was also performed on genes with a cut off of 1.5-fold and p-value of < .001, (1065 genes) (Figure 6). There were 542 genes in cluster patterns indicative of little or no change with RIP140 siRNA (Cluster 1 and Cluster 2). 

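Clusters of genes by PAM, as read here, part the RA-induced genes such as CRABP2 from the RA-repressed ones such as FRAT2 and OTX2. A test of differences among the 4 groups (p under 0.001) and a change of at least 1.5-fold between any of them selected 798 probe sets. PAM on the correlation of the 4 group means gave 6 clusters. In the cluster of 328 probe sets the median RA response was 1.24 in siRNA control cells and 1.31 in RIP140 siRNA cells, and in that of 101 it was -0.91 and -1.01. These 2 clusters, in which RIP140 siRNA moved the means least, hold 429 probe sets, which is 53.8% (95% Wilson interval 50.3% to 57.2%). They do not part all genes with a RIP140 effect from the others, since 2 members of each passed in Group 4 vs. Group 2 and 2 of the second in the interaction.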

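HOXA5, a homeobox gene, belongs to the paper's Cluster 3 of genes that are higher in Group 4 than in Group 2. FRS2, an adaptor protein of growth factor receptors, belongs to its Cluster 6 of genes that are lower in Groups 2, 3 and 4 than in Group 1. FRS2 fell by 1.00 on the log2 scale with RA in siRNA control cells (standard error 0.118, adjusted p = 0.0018 from limma), and its log2 fold change in Group 3 vs. Group 1 was -0.63 (adjusted p = 0.10). Of the paper's Clusters 1 and 2, 231 and 214 probe sets could be tested here, with 1 and 2 past the test in Group 4 vs. Group 2 and median interactions of 0 and -0.26, the latter close to that of its Cluster 4 (-0.27). By the paper's own membership, 126 probe sets of its Cluster 3 and 120 of its Cluster 4 could be tested here. Their median log2 fold changes in Group 4 vs. Group 2 were 0.5 and -0.45, with 11 and 5 past the test, and 2 of Cluster 3 passed in the interaction. Of the 46 and 134 probe sets of its Clusters 5 and 6 that could be tested, 2 and 3 passed in Group 3 vs. Group 1 and 13 and 78 in Group 2 vs. Group 1. Their medians in Group 3 vs. Group 1 were 0.48 and -0.74. The paper chose these clusters on the same samples, so the medians are not independent evidence.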

There were 312 genes in cluster patterns indicative of super-induction or super-repression with RIP140 siRNA (Cluster 3 and Cluster 4) and 211 genes in clusters indicative of basal induction or basal repression in RIP140 siRNA cells (Cluster 5 and Cluster 6, Figure 6). The list of genes and expression values for each of the six clusters is supplied as Supplementary Tables S9 to S14 [see Additional file 5]. Genes representative of some of the patterns were confirmed in independent samples (Figure 7).

**Figure 6:**
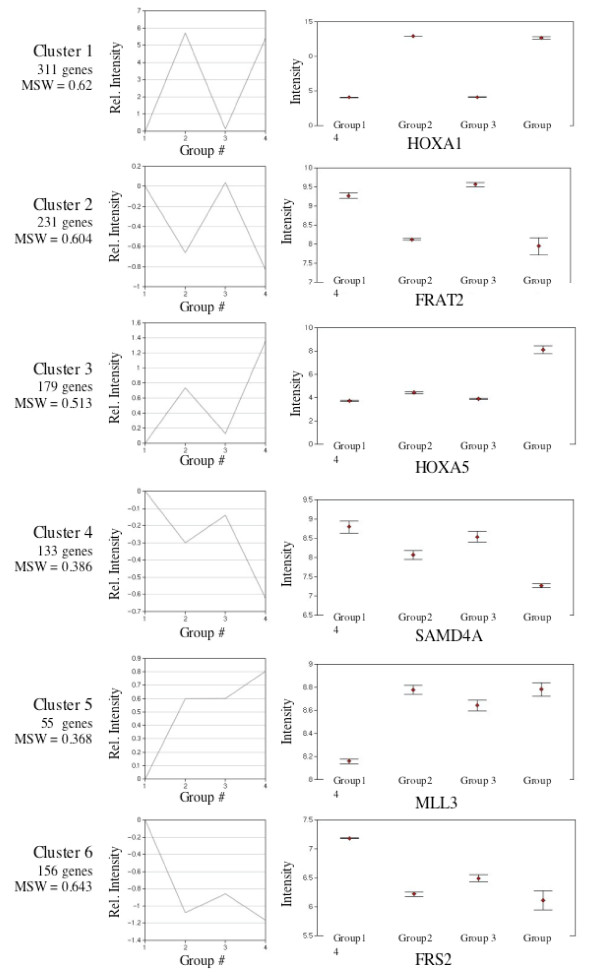
**Partitioning around medoids (PAM) analysis of RA-regulated genes**. The 1065 genes changed 1.5-fold or greater with a p-value of < 0.001 were subjected to PAM analysis utilizing GeneSifter software as described in Methods. The number of genes in each of the six clusters and the mean silhouette width (MSW) value for each cluster is indicated. Group 1 is control siRNA vehicle. Group 2 is control siRNA RA. Group 3 is RIP140 siRNA vehicle. Group 4 is RIP140 siRNA RA. Expression intensity values for a representative gene in each group is provided on left. Error bars are S.E.M.

**Figure 7:**
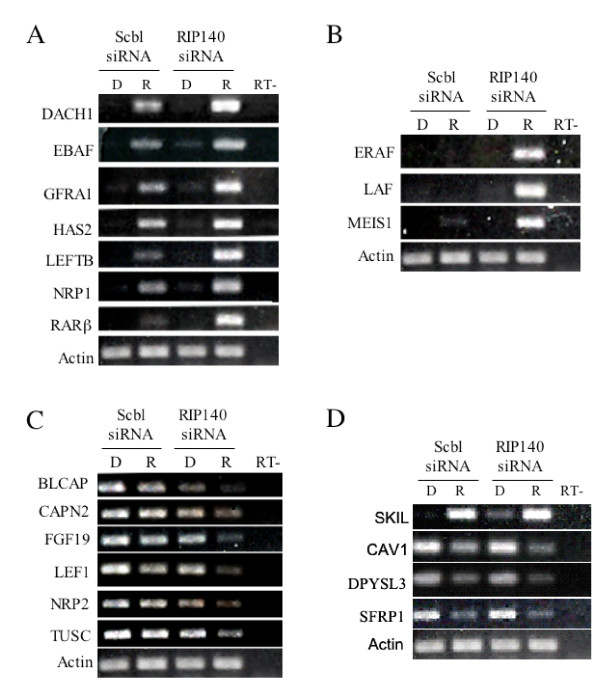
**RIP140 siRNA effects RA target expression**. RT-PCR analysis of NT2/D1 cells transfected with scrambled siRNA or RIP140 siRNA#1 and treated with DMSO (D) or 10 μM RA (R) for 24 hours. These samples are independent of those used for microaray analysis. Genes were selected from array analysis or are known RA target genes. In indicated samples (-RT) reverse transcriptase was omitted to control for genomic DNA contamination. Actin control is repeated for each figure for clarity. Pattern of genes for each figure are, super-induced with RIP140 siRNA **(A and B)**, super-repressed with RIP140 siRNA **(C)**, and no change with RIP140 siRNA **(D)**.

### Mode of action of RIP140 in RA signaling

The pattern of gene expression in RIP140 siRNA cells suggests that RIP140 siRNA may influence RA signaling in distinct manners, either to sensitize cells to lowdose RA (basally altered array genes) or to accelerate or amplify RA-dependent gene expression (super-induced or super-repressed array genes). However, the array was performed at a single RA dose and time point. We had shown previously that RIP140 siRNA accelerates and enhances RA-induced differentiation in NT2/D1 cells [22]. RIP140 siRNA was also able to promote differentiation of NT2/D1 cells at low doses of RA (Figure 8A). Time course studies demonstrated that RIP140 siRNA caused a combination of accelerated and amplified alterations in RA target gene expression (Figure 8B). Hence, these data suggests that RIP140 may limit a subset of RA target genes by effecting the rate and extent of target gene expression at a given dose of RA.

**Figure 8:**
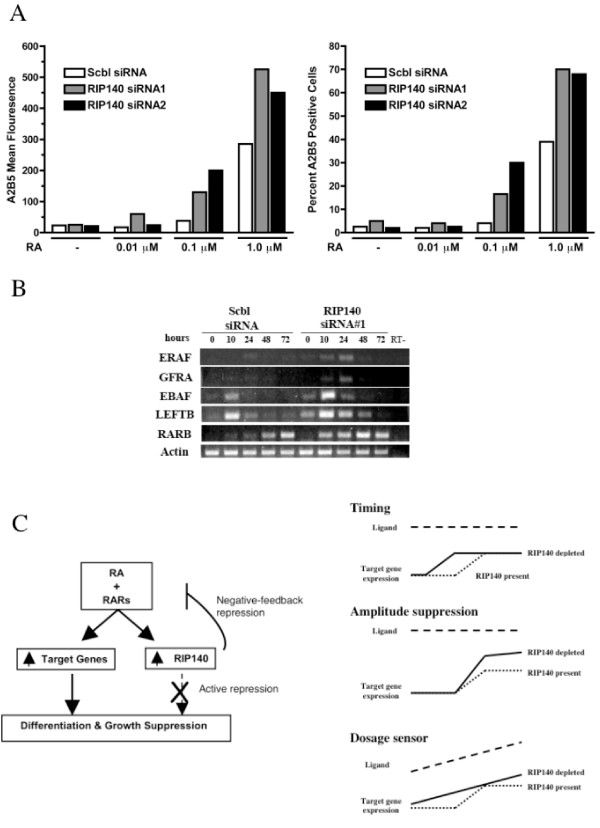
**RIP140 silencing sensitizes NT2/D1 cells to low dose RA and accelerates and amplifies RA-dependent expression of RA-target genes**. **(A) **Immunophenotypic FACS analysis for the established neuroectodermal marker A2B5 in NT2/D1 cells transfected with 40 nM scrambled siRNA (Scbl) or RIP140 siRNA#1 or RIP140 siRNA#2 and treated for 4 days with DMSO vehicle control or indicted dosages of RA. Data are presented as mean fluorescence **(left) **and percent positive cells **(right)**. **(B) **RT-PCR analysis of NT2/D1 cells transfected with 60 nM scrambled siRNA (Scbl) or RIP140 siRNA#1 and treated with 10 μM RA for the indicated time points. Representative of two experiments. **(C) **Models of RIP140 regulation of RA signaling supported by the current study. See text for details.

## Discussion

Through the use of microarray technology we sought to elucidate, in a *de novo *fashion, the global role of RIP140 in RA-dependent signaling. The predominant gene expression pattern is consistent with RIP140 limiting RA signaling [22]. Since RIP140 depletion enhances RA-induced differentiation (Figure 1B, 8A) these genes may play an important role in mediating the growth suppression, differentiation and anti-tumorigenic effect of RA in embryonal carcinoma. These data support the notion that the primary effect of the ligand-dependent corepressor RIP140 is to limit the activity of retinoid receptors (Figure 8C). A feature of this model is that RIP140 is itself induced by RA [21] and that RIP140 inhibits ligand-bound RARs to form a classic negative-feedback loop. One interesting gene predicted to be repressed by RIP140 was the RIP140 cofactor, CTBP2 [20]. This raises the potential of the additional complexity of RIP140 limiting its own activity by regulating CTBP2. Confirming and establishing the importance of RIP140 transcriptional regulation of CTBP2 will require further rigorous studies.

It is tempting to speculate on the importance of RIP140 restriction of RA-target gene expression. One possibility is that RIP140 ensures that cells are exposed to a threshold concentration of RA for a required duration before committing to differentiation. This could be important for developmental timing but an impediment to retinoid therapies in the adult [1,25]. Alternatively, RIP40 may fine-tune the RA signal to ensure that a critical set of target genes are not overly or toxically expressed.

Our studies suggest that regulation of RAR signaling by RIP140 is more complex than a simple all-or-none effect on global RAR activation. We have identified gene subsets regulated by RA in apparent RIP140-dependent and RIP140-independent manners. It is possible that RIP140 may have a selective ability to affect the actions of different subtypes of retinoid receptors. Alternatively, this differential effect of RIP140 may involve differences in the local chromatin environment of specific genes. First-pass analysis of the predicted promoter regions of RIP140-dependent target genes was unable to identify any *cis*-acting features that may account for differential sensitivity to RIP140. We believe the RIP140-sensitive RA target genes identified here may have pharmacologic importance during normal retinoid-based cancer therapy or prevention [1,25]. It would also be interesting to know the number of RIP140 sensitive genes that are direct RA-target genes.

Within the limits of the single RA dose and time-point employed, RIP140-dependent genes can be placed in three categories based on their expression profiles (Figure 5, 6 and 7). Some genes appeared super-induced or super-repressed with RIP140 repression, meaning they were changed with RA to a greater degree in RIP140 siRNA cells compared to control siRNA cells. Some genes were induced with RA in RIP140 siRNA cells but unchanged by RA in control siRNA cells. It may be predicted that this subset of genes is regulated by RA in the control siRNA cells at later time points. Some RA regulated genes in control cells were regulated basally in the siRNA RIP140 cells. We propose that these genes are expressed in RIP140 siRNA cells due to the presence of previously sub-optimal concentrations of retinoids in standard non-charcoal stripped FBS media. Hence, from the data presented here we propose the RIP140 plays a role in finetuning the RA signal by either delaying the timing, decreasing the amplitude or decreasing the effective ligand concentration of RAR activation (Figure 8C).

Recent microarray studies suggest extensive and early ligand-dependent repression of gene expression by nuclear receptors [12,13]. However, the mechanism for such repression is unclear. Ligand-dependent repressors like RIP140 are candidate mediators of such repression. This is particularly relevant for the steroid nuclear receptors such as the estrogen, progesterone and glucocorticoid receptors. If RIP140 participates in this form of RAR "active repression" one would expect that genes repressed by RA would be de-repressed upon RIP140 silencing. Our data does not support a widespread role for RIP140 in retinoid receptor-mediated active repression. This conclusion is consistent with the finding that RIP140 also inhibits glucocorticoid receptor-mediated repression from a negative GRE [26]. As with other nuclear receptor and coregulator functions, active repression by RIP140 may be cell-, receptor- and context-specific.

While it is known that RIP140 modulates transcription through repressing ligand-dependent nuclear receptors, the possibility exists that RIP140 may function through multiple mechanisms, including nuclear receptor-independent mechanisms. For example, a recent microarray study reported a role for the coactivator, NCoA3/AIB1, in receptor-independent activities, illustrating the diverse functionality of coregulators and highlighting the need for further elucidation of their role in gene transcription [27]. The microarray studies presented here were optimized to investigate gene changes following RA treatment, making it difficult to draw conclusions regarding the effects of RIP140 on other nuclear receptors. Despite the inclusion of normal sera media which may contain limiting quantities of ligand for other nuclear receptors, we were unable to identify many RA-independent targets of RIP140. To address this question, additional RIP140 siRNA array studies should be performed with exogenous ligands for other nuclear receptors.

A limited number of studies have been performed to assess the global effect of RIP140 on gene expression. Expression profiles were performed with murine embryonic fibroblasts in which RIP140 was deleted and reintroduced during adipocytic differentiation [28]. Another study employed 3T3-L1 fibroblasts treated with RIP140 siRNA during adipocytic differentiation [29]. Genes identified to be regulated by RIP140 in these systems were involved in glucose and fatty acid metabolism [28,29]. An additional study profiled mouse ovaries from RIP140 knockout mice treated with or without human chorionic gonadotropin and pregnant mare serum gonadotropin [30]. There is little overlap in the RIP140-dependent genes identified in these and our study. This is not surprising since RIP140 likely regulates different sets of genes in different tissues based on the ligand/receptor under investigation and the distinct hormone sensitivities of the tissue.

## Conclusion

The data demonstrates that RIP140 globally effects RA-mediated gene expression and that RIP140 discriminates between different classes of RA targets in the embryonal carcinoma cancer stem cell model. Maintaining therapeutic doses of RA has proven difficult in the clinic [1,25]. Understanding the mechanisms that limit RA effectiveness may aid in developing new RA therapeutic strategies. We propose that the combination of RIP140 gene silencing with RA treatment might enhance expression of important RA target genes, thereby enhancing the therapeutic benefit of RA. Future studies should focus on pharmacologic modulation of RIP140 expression or activity as a potential strategy to enhance the chemotherapeutic action of retinoids.

## Methods

### Cell culture, siRNA and transfection protocols

The RA-sensitive human EC cell line, NT2/D1 is a clonal line derived from a xenograft of Tera-2 cells [31]. Cells were cultured in high glucose DMEM (Gibco) with 10% FBS supplemented with glutamine and antibiotics. Repression of RIP140 was achieved using three siRNAs purchased from Dharmacon. RIP140siRNA#1 and RIP140siRNA#2 have been previously described [22,23]. RIP140siRNA#1 is of sequence 5'-GAAGGAAGCUUUGCUAGCU-3' and corresponds to the human RIP140 cDNA starting 331 bp downstream of the ATG start codon. RIP140siRNA#2 is of sequence 5'-CAAACAGGAUAGCACAUUA-3' and corresponds to human RIP140 cDNA starting 1986 bp downstream of the ATG start codon. RIP140siRNA#3 is of sequence 5'-AACUGUGAGUAGCCUAUGA-3' and corresponds to the 3'-UTR of RIP140 242 bp downstream of the stop codon. Controls were the Scramble II siRNA or RISC-free siRNA from Dharmacon. For microarray experiments, log-phase cells were transfected with 90 nM siRNA using OligofectAMINE (Invitrogen) as described [22,23]. Briefly, 3.5 × 10^6 ^cells per 10 cm plate were transfected with 90 nM siRNA for 16 h. 1 × 10^6 ^cells were then replated in normal sera DMEM media per 10 cm dish and 24 hours later treated with either 10 μM RA or DMSO for 24 hours before harvesting for mRNA. For some indicated experiments, NT2/D1 cells were first incubated in charcoal-absorbed sera containing DMEM prior to transfection with siRNA and treatment with indicated dosages of RA.

### Reporter assays

The reporter, RARE-TK-Luc, and the expression plasmid pSG5-HAhRIP140 have been previously described [21-23]. Cells were plated at 1.5 × 10^5 ^cells per well of a six-well plate and transfected with Polyfect (Qiagen) according to the manufacturer's directions. Tranfections were performed in triplicate for each condition with a final concentration of 0.375 μg RARE-TK-Luc, 0.375 μg pRL-TK, 0.75 μg of either pSG5-insertless or pSG5HA-hRIP140, and 50 nM of control or RIP140 siRNA. Cells were exposed to transfection reagent for 16 hours and then washed and cultured in indicated dosages of RA or the vehicle, DMSO. Cells were harvested 48 hours following transfection and Dual Luciferase Reporter analysis was performed (Promega). Luciferase activity was normalized against renilla activity and reported as the average of triplicate transfections with similar results obtained in at least two independent experiments.

### Northern and RT-PCR analysis

Total RNA was harvested using TriReagent (Invitrogen). Northern hybridizations for RARβ and RIP140 were performed with 5 μg RNA as previously described [22]. Expression levels of RA-target genes were assessed by semi-quantitative RT-PCR. The cDNA was synthesized using Superscript II RT from 5 μg total RNA. PCR analysis was performed with *Taq *polymerase (Denville) to varying cycle numbers within the linear range as previously described [22]. The sequence of primers are available upon request.

### Immunophenotypic analyses

Indirect fluorescence activated cell sorter (FACS) analysis to evaluate RA-induced neuronal differentiation of NT2/D1 cells was performed using established techniques [32]. Briefly, NT2/D1 cells were harvested by trypsinization and incubated with antibody to the cell surface antigen A2B5 or with isotype-matched monoclonal antibody as controls. The A2B5 antibody recognizes a neuronal epitope on RA-treated NT2/D1 cells and was prepared from hybridoma cultures purchased from ATCC. The cells were indirectly assayed with FITC-conjugated goat-anti-mouse antibody, and fluorescence was measured as described [32]. Mean peak fluorescent values and the percentage of positive cells were measured for the entire population. At least 1 × 10^4 ^cells were analyzed per assay.

### Microarray analysis

Total RNA was purified using RNeasy columns (Qiagen). Hybridizations were performed according to Affymetrix guidelines at the Dartmouth College Microarray Shared Resource using an Affymetrix GeneChip Workstation. Biotin-labeled cRNA was generated from 5 μg of total RNA and hybridized to the Human Genome (HG) U133 Plus 2.0 chip which contains over 54,000 probe sets. Unless specifically stated we will refer to each probe set as a "gene". As described in Figure 2A, a total of 12 hybridizations were performed comprising 12-independent biologic samples organized into four groups of three. This data is available at the GEO website under Accession GSE7500 and conforms to MIAME guidelines. Raw data from each hybridization was normalized by RMA, background corrected and filtered for present using GeneSifter software (vizX Labs). As a further filter, any gene that showed a 1.5-fold or greater difference amongst the three samples comprising Group 1 (the siRNA controls) were eliminated from further analysis. The remaining 52,270 probe sets were then analyzed by GeneSifter software. Pairwise comparisons between groups were performed using t-test with p-value and cutoffs as indicated. For hierarchical cluster analysis genes changed 1.8 fold or greater between any of the four groups with p-value < .01 (1115 genes) were clustered via the Cluster program by Michael Eisen using a correlation metric for similarity matrix and average linkage clustering [33]. The clustered data was visualized by Tree-View software. Genes were also divided into clusters using partitioning around medoids (PAM) analysis from the GeneSifter package. Genes changed 1.5-fold or greater with a p-value of < .001 (1065 genes) were used for this analysis using the correlation metric for similarity. The number of clusters (six) was chosen empirically to obtain the best mean silhouette value of 0.560.

## Abbreviations used

NRIP1, nuclear receptor interacting protein 1; RA, retinoic acid; EC, embryonal carcinoma; RAR, retinoic acid receptor; RXR, retinoid X receptor; NcoR, nuclear receptor co-repressor 1; SMRT, silencing mediator for retinoid and thyroid hormone receptor; CTBP, c-terminal binding protein.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

KCH carried out sample characterization for the reported arrays, participated in the array experiments and final data analysis, performed Northern and RT-PCR analysis. KAW-B participated in the initial study design, preliminary array experiments and data interpretation, expression confirmations and FACs analysis. DD participated in reporter experiments, RT-PCR, FACS and Northern analysis. CRT directed and supervised microarray studies. JHM participated in extraction and analysis of gene expression data from the microarray. SJF contributed to RNA sample preparation and study design. MJS conceive of the study, directed the study and participated in the extraction and analysis of gene expression data, data interpretation and writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Supplemental Tables 1 through 5. Complete list of genes and expression values for each pairwise comparison in Figure 3. Click here for file

Additional file 2 Supplemental Table 6. Top genes differentially expressed in siRNA RIP140 RA cells versus control siRNA RA cells ranked by p-value. Click here for file

Additional file 3 Supplemental Table 7. Top genes changed basally with RIP140 siRNA ranked by p-value. Click here for file

Additional file 4 Supplemental Table 8. The 1,115 genes in Figure 5 with a fold-change of 1.8 or greater in any of the four treatment groups with p-value < 0.01. Click here for file

Additional file 5 Supplemental Tables 9 through 14. The list of genes and expression values for each of the six clusters in Figure 6. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

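RNA of NT2/D1 cells, an established human embryonal carcinoma line, was measured in 12 samples, 3 in each of 4 groups. Cells had been transfected with control siRNA (scrambled, RISC-free-a and RISC-free-b) or with RIP140 siRNA (siRNA-1, siRNA-2 and siRNA-3) at 90 nM and treated with vehicle or 10 µM RA for 24 h. The deposited intensity values are linear probe set signals of HG-U133 Plus 2.0 arrays, which the authors had summarised per probe set and scaled so that the mean without the lowest and highest 2% of probe sets is 150 on each array. The paper analysed log2 values normalized by RMA, which were not used here. Detection calls were not used here either.

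Each array was scaled to the same 75th percentile (145.5), with factors from 0.9622 to 1.032. Scaled signals under 16 were set to 16 and log2 was taken. At this floor lay 34% of all values, so that changes among dim transcripts are seen only as bounds or not at all. The Group 1 filter of the paper (highest and lowest array less than 1.5-fold apart) kept 40214 probe sets, and 35925 of these left the floor on at least 1 array. Of the 54675 probe sets, 41097 were named by the platform annotation with 1 gene, 1801 with several, 223 by the tables of the paper and 11554 by neither. Only gene names were taken from the reference annotation.

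The 4 group means were fitted in limma 3.58.1 (R 4.3.3) with empirical Bayes variances. The comparisons were Group 2 vs. Group 1, Group 4 vs. Group 1, Group 4 vs. Group 3, Group 4 vs. Group 2, Group 3 vs. Group 1 and the interaction, which is Group 4 vs. Group 3 minus Group 2 vs. Group 1. A probe set passed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. The Group 1 filter keeps the spread of Group 1 low. That spread enters the variance of every comparison, also of those without Group 1, which can lower p values. Counts without the filter and in a fit to only the groups compared are given below. A group that lies at the floor on all its arrays adds no spread to the variance of a gene, which lowers the p values of such genes. The t-test of the methods (pooled variance, unadjusted p under 0.05, same fold limit) was run beside it.

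The genes named in the text were set by a rule written before the data were examined, although the values in the tables of the paper had been seen. The rule takes every gene the paper names in its results and in Figures 4 and 6, the exceptions of Table 1, the 10 largest rises and 10 largest falls of each comparison among genes whose groups do not overlap, and up to 4 members of each gene list. Where a gene has several probe sets, that of the paper's tables or else that with the highest mean was taken.

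Gene lists were written from general knowledge before the data were examined and tested with camera in limma (preset correlation 0.01, and an estimated correlation) over 15869 genes, 1 probe set each, with adjustment over the lists of a comparison. The lists are HOX genes of paralog groups 1 to 5, HOX genes of paralog groups 6 to 13, TALE homeobox cofactors, retinoid genes, pluripotency genes, neural genes, mesoderm and endoderm genes, the NODAL, activin and BMP pathway, the WNT pathway, nuclear receptor coregulators, cell cycle genes, interferon response genes, nuclear-retained non-coding RNAs, splicing factors, fatty acid and glucose genes of RIP140 in fat cells, and markers of other cell types.

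Clusters were made with PAM (cluster 2.1.8.1) on 1 minus the Pearson correlation of the group means, with 6 clusters. Genes of Table 1 were matched to a probe set by the values that the paper and its supplement give for them, which placed 48 of the 49. For the other the probe set with the largest change here was taken, as for 2 rows of Table 2, 4 of Table S6 and 12 of Table S7. Figures and tallies were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

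According to the paper each transfection was divided between vehicle and RA, which pairs samples of one siRNA. The pairing was checked as the correlation across probe sets of each array's deviation from its group mean. For scrambled it was 0.211, for siRNA-1 0.139, for siRNA-2 -0.112 and for siRNA-3 -0.0861, and for siRNA-2 of one group with siRNA-3 of the other it was 0.192 and 0.165. Whether this is a swap of 2 labels or chance was not settled, and values without siRNA-2 or siRNA-3 follow the labels as given. The consensus correlation of the replicate block was 0.101. The model without the block was therefore kept, and the block was run as an alternative.

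The same steps were tested on simulated data with known changes. At 2-fold limma recovered 67.5% of the changed probe sets in Group 2 vs. Group 1, 65% in Group 4 vs. Group 3, 62.5% in Group 4 vs. Group 2, 67.5% in Group 3 vs. Group 1 and 42.5% in the interaction, and at 1.5-fold between 5% and 22.5%. These rates were not split by signal, so they do not give the recovery of transcripts near the floor. Wrong calls numbered 3 to 12 per comparison, and 144 to 534 with the t-test of the methods. The camera test recovered 2 of 2 shifted lists and called 0 others, PAM placed 600 of 600 simulated genes, and a block correlation of 0.4 was found as 0.325.

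The alternatives set before the data were examined were the t-test of the methods with and without adjustment, no Group 1 filter, a minimum mean log2 signal of 5, quantile normalization, centring on the median, a fit to only the groups compared, trend and robust variances, the replicate block, 1 probe set per gene, no fold limit, an adjusted p under 0.01, leaving out each array and both arrays of 1 siRNA, and for clusters and lists the settings named with their results. Alternatives chosen after the data were seen were a crossed replicate block, a floor of 32, 16 added to the signal and the deposited scaling. The Northern blots, RT-PCR, reporter assays, flow cytometry and other experiments of the paper were not analysed here. Values of some single genes are not reported here.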

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

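In this part the tests of a weak RA effect of RIP140 siRNA, the 3 tests of the NRIP1 signal and the 3 tests of HOX genes were chosen after the result was seen.

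The RA responses of RIP140 siRNA cells and siRNA control cells differed by the interaction test for 5 probe sets. The interaction was positive for HOXA5 (3.50 on the log2 scale), PTGR3 (2.64) and PDE3A (2.00). It was negative for MTMR11, a myotubularin-related protein (-1.16), and GLE1, an mRNA export factor (-1.62). In siRNA control cells PDE3A had a log2 fold change of -0.74 with RA and GLE1 of 0.61. For these genes the interaction is a change of direction and not a larger or smaller response. MTMR11, GLE1 and PDE3A have signals close to the floor in all 4 groups, PTGR3 in Groups 1, 2 and 3 and HOXA5 in Groups 1 and 3. HOX genes of paralog groups 1 to 5 had a mean interaction of 0.64 and a median of 0.11 (adjusted p = 1.4e-04, and adjusted p = 0.026 with an estimated correlation), with 1 member past the test and 3 when adjusted over the list alone. Of 100 splits of the arrays, the real one included, 24 gave as many calls in the interaction (highest other 15), so chance is not excluded for the count of 5. Without 1 array the count reached 61 (siRNA-3 of Group 4), 37 (siRNA-2 of Group 4), 29 (RISC-free-a of Group 2), 14 (scrambled of Group 2), 12 (siRNA-1 of Group 4) and 10 (RISC-free-b of Group 2).

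Genes that Table 2 gives as lower with RIP140 siRNA under vehicle are mostly lower in Groups 2, 3 and 4 than in Group 1, with 29, 30 and 29 of 30 tested probe sets on that side. The tables exclude none of the 3 explanations tested. A weak RA effect of RIP140 siRNA on RA-responsive genes in general stays open. In Group 3 vs. Group 1 the 936 probe sets called in Group 2 vs. Group 1 had a median change of 0.191 in the RA direction (quartiles 0 and 0.508), which the shared Group 1 arrays raise, and the 1078 called in Group 4 vs. Group 3 one of -0.0315 (quartiles -0.216 and 0.123), which the shared Group 3 arrays lower. The 451 called in one direction in both RA comparisons, where these 2 effects oppose each other, had one of 0.0511 (quartiles -0.0936 and 0.215), with 257 above 0. Group 1 arrays that stand apart stay open too. In Group 1, 214 probe sets were at least 1.5-fold above all other groups without overlap of arrays (171 in Group 4, the highest of the others), and 280 against 273 without the Group 1 filter, but 76 were below all other groups against 140 in Group 4. The mean 3′ to 5′ ratio of GAPDH and ACTB was lower on the 3 Group 1 arrays than on the other 9 by a gap of 0.0027. Each ratio alone overlapped. GAPDH was at -0.0717 on scrambled of Group 1 and -0.142 on RISC-free-b of Group 2. ACTB was at 0.181 on scrambled of Group 1 and 0.17 on RISC-free-a of Group 2. The mean ratio was also higher with RA in RIP140 siRNA cells (Group 4 vs. Group 3, difference 0.101). RNA quality may contribute to these genes, which this ratio does not settle.

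The NRIP1 signal was 2.14-fold lower with RIP140 siRNA under vehicle, though not past the test, and differed little under RA. An error of 1 probe set is argued against, since the 2 probe sets of NRIP1 differ by 0.18 in Group 4 vs. Group 2. Control siRNA samples among the Group 4 arrays are argued against by HOXA5, whose lowest Group 4 signal is 8.4 times its highest Group 2 signal. Induction of NRIP1 by RA could offset the siRNA, but with an interaction of 0.88 (adjusted p = 0.62) this cannot be told apart from a weaker knockdown with 3 arrays per group.

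Among HOX genes, HOXA5 and HOXB5 rose in Group 4 vs. Group 2 while HOXA2 did not pass. HOXA2 lies at percentile 99.2 of the Group 2 arrays, with signals up to 18400 above it, so it is below the top of the scale. The signals of other probe sets do not show whether that of HOXA2 could rise further. Saturation of its own probe set therefore stays open. The floor as the whole cause is argued against, since with 16 added to the signal in place of a floor HOXA5 rose by 3.085 (3.50 with the floor) and HOXB5 by 1.046 (1.30 with the floor), and both passed (adjusted p = 0.0073 and 0.049). Whether RIP140 siRNA raises HOX genes of later paralog groups more than early ones under RA stays open. Over 10 HOX genes of paralog groups 1 to 5 that passed in an RA comparison, Spearman's rho between paralog group and change was 0.861 (permutation test, p = 0.0027), but a high Group 4 signal helped to choose them. Over all 12 measured HOX genes of these paralog groups it was 0.637 (permutation test, p = 0.032), with HOXA5 and HOXB5 among them. Over all 29 measured HOX genes, up to paralog group 13, it was -0.181 (permutation test, p = 0.35). The 10, 12 and 29 are not the genes counted in the gene lists. Probe sets outside the Group 1 filter, such as that of HOXB3, were included here.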

How the results depend on the processing

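The crossed replicate block, the floor of 32, the addition of 16 and the deposited scaling were chosen after the data were seen, and the other alternatives before. Counts are in the order Group 2 vs. Group 1, Group 4 vs. Group 1, Group 4 vs. Group 3, Group 4 vs. Group 2, Group 3 vs. Group 1 and interaction unless a comparison is named. Beyond fewer genes, arrays or a stricter limit where the setting itself brings them, the cause was not tested.

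Some settings changed the counts by more than 1.5 times. The methods' t-test gave 2319, 2859, 1718, 608, 847 and 1172, a share of RA-changed probe sets without a RIP140 effect of 74.44%, an overlap of Group 3 vs. Group 1 with Group 2 vs. Group 1 of 36.13%, a ratio of RA counts at 2-fold of 1.032 and 55 probe sets of active repression. After Benjamini-Hochberg it gave 303, 243, 37, 0, 1 and 9, with 100% lower and an overlap of 0 in Group 3 vs. Group 1, a ratio of 0.1598 and active repression of 0. At 1 probe set per gene the counts were 459, 928 and 688 for RA, 0 for Group 3 vs. Group 1 and 1 for the interaction, with a ratio of 1.572 and active repression of 1. At an adjusted p under 0.01 they were 340, 777, 483, 12 and 3, with 33.33% lower, a ratio of 1.5 and active repression of 1. With only the groups compared Group 4 vs. Group 3 gave 290, Group 4 vs. Group 2 gave 0 and Group 3 vs. Group 1 gave 0, the share was 99.61%, the ratio 0.4631 and active repression 0.

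Without the Group 1 filter Group 4 vs. Group 2 gave 19, Group 3 vs. Group 1 gave 5, the share 98.64% and active repression 1. A mean log2 of at least 5 gave 49 in Group 3 vs. Group 1, 1 in the interaction and a share of 98.38%. Quantile normalization gave 27 and 9 in these comparisons and centring on the median 28 and 9, each with active repression of 4. Trend and robust variances gave 41 in Group 3 vs. Group 1, 82.93% of them lower, a share of 98.2% and active repression of 0. The replicate block moved active repression to 1 and no other count by more than 1.5 times. The crossed replicate block gave 8 in Group 3 vs. Group 1, 3 in the interaction, a share of 98.65% and active repression of 1. A floor of 32 gave 68 in Group 4 vs. Group 2, 26 in Group 3 vs. Group 1 (88.46% lower), 11 in the interaction and a share of 96.34%, and 16 added to the signal gave 9, 0 and 0 in the same comparisons, 99.26% and active repression of 0. No fold limit and the deposited scaling kept all of these within 1.5 times or the spread.

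The share of PAM probe sets in the 2 clusters of little change was 63.89% at 1.8-fold and p under 0.01, 46.49% on the 12 arrays and 67.8% with quantile normalization. Of 23 set tests past the threshold, 14 were past it with an estimated correlation. The tally of Table 1 stayed between 42 and 47 of 49 under its alternatives.

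Without 1 array or both arrays of 1 siRNA the counts ran from 389 to 1111, 964 to 1952, 711 to 1335, 17 to 273, 3 to 49 and 4 to 61. The share without a RIP140 effect ran from 85.15% to 98.39%, the share lower in Group 3 vs. Group 1 from 0 to 71.43%, its overlap with Group 2 vs. Group 1 from 0 to 85.71%, the ratio at 2-fold from 0.986 to 1.978, active repression from 1 to 9, the tally of Table 1 from 45 to 46, PAM from 46.79% to 74.11% and the set tests past the threshold from 17 to 21. A group left with 2 arrays is assumed to vary like the others.

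Other probe sets of a gene reversed the sign of a passed change for NODAL (-0.138 in Group 4 vs. Group 1 and -0.069 in Group 4 vs. Group 2), FOXD3 (0.036 in Group 4 vs. Group 1 and Group 4 vs. Group 3), PTGR3 (-0.085 in Group 4 vs. Group 3), SFRP1 (0.002 in Group 4 vs. Group 3), PDE3A, Group 4 vs Group 2 (-0.536 and -0.008), PDE3A in Group 2 vs. Group 1 (0.049) and in the interaction (-0.356), KCNQ1OT1 (0.381 and 0.636 in Group 4 vs. Group 2) and PRRC2C (0.236, 0.017, 0.161, 0.335 and 0.427 in Group 3 vs. Group 1).

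Of 139 calls of named genes, 116 were also made without each array in turn and 23 were not made without at least 1 array. Quantile normalization ended 3 of the 139 calls, centring on the median 4, no Group 1 filter 8, trend and robust variances 10, a fit to only the groups compared 33 and the adjusted t-test of the methods 88, and the t-test of the methods without adjustment ended 0 and added 44. The replicate block ended the calls of VSNL1 (-1.58, adjusted p = 0.058) and KCNQ1OT1 (-1.03, adjusted p = 0.064) in Group 4 vs. Group 2, and added those of TSHZ1 (1.40, adjusted p = 0.01) and of the second probe set of NRIP1 (1.26, adjusted p = 0.022) in Group 2 vs. Group 1. It changed no other call of a named gene, and of the gene lists it ended that of the retinoid genes in the interaction.

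Signal over background limits what can be seen. With 31.2% to 36.8% of the probe sets of an array at the floor, genes such as HOXB13 and INHBB leave it in 1 or 2 groups, and their folds are bounds.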

Differences from the paper's values

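Alternatives named in this part were set before the data were examined unless stated otherwise. The values used here are linear signals that the authors had scaled, and the paper used RMA values.

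For HOXA5 in siRNA control cells the paper gives an RA fold change of 1.6, and here it is at least 2.65. For INHBB in RIP140 siRNA cells the paper gives 2.95, and here it is at least 7.14. None of the alternatives set before the data were examined brings either of these 2 values within the limit used for a difference. A floor of 32, chosen after the data were seen, brings both within it (at least 1.32 and at least 3.57), and the others chosen then do not.

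Of the genes of Tables 1 and S6 the paper gives 1 with the pattern of active repression, and limma called 0 here. No alternative was run for this count.

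Figure 3F shows about 1700 probe sets at 1.5-fold for Group 2 vs. Group 1 (Fig. 3F, read by eye), and 936 passed here. The methods' t-test (2319), a mean log2 of at least 5 (1174) a fit to only the groups compared (1183) and the crossed replicate block (1277), chosen after the data were seen, lie within 1.5 times of it, and the other alternatives do not. For Group 4 vs. Group 2 it shows about 270 (Fig. 3F, read by eye), and 43 passed here. Leaving out the siRNA-3 array of Group 4 (273) or both siRNA-3 arrays (218) lies within 1.5 times, and the other alternatives do not. For Group 3 vs. Group 1 it shows about 330 (Fig. 3F, read by eye), and 16 passed here, with none of the alternatives within 1.5 times. The paper's counts use an unadjusted p on RMA values and those here an adjusted p.

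At higher minimum folds Fig. 3F shows, read by eye, about 55 at 2-fold, about 19 at 3-fold, about 5 at 5-fold and about 3 at 8-fold for Group 4 vs. Group 2, and 29, 12, 3 and 1 passed here. The methods' t-test gave 144, 21, 4 and 2, of which the last 3 are within 1.5 times. For Group 3 vs. Group 1 it shows about 46 at 2-fold and about 5 at 3-fold (Fig. 3F, read by eye), and 11 and 2 passed here. The methods' t-test gave 158 and 12, which are not within 1.5 times.

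The paper lists MEIS1, PCAF (KAT2B), FOXD3 and INHBB as changed in Group 4 vs. Group 2, and none passed here (log2 fold changes 1.24, 0.73, -1.03 and 2.28). At its unadjusted p the methods' t-test calls all 4, trend and robust variances call INHBB (adjusted p = 0.026), a floor of 32, chosen after the data were seen, calls INHBB (adjusted p = 0.037), and leaving out 1 array calls FOXD3 (siRNA-1 or siRNA-3 of Group 4) and INHBB (scrambled of Group 2 or siRNA-1 of Group 4). HOXB13, which it also lists, did not pass. It passed without siRNA-2 of Group 4, the array of that group on which it lay at the floor. The probe sets that Table 1 names HOXB5 and ZADH2 (PTGR3) did not pass and were called by the methods' t-test. The probe set of ZADH2 in Table S6 passed, and so did 1 of HOXB5 that is in neither table. That of HOXB5 in Table S6 did not pass. A floor of 32 calls that of PTGR3 in Table 1 (adjusted p = 0.046).

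Without RA the paper gives NRIP1 as lower and DCX, RTN1 and CTBP2 as higher in RIP140 siRNA cells. Each moved in that direction on all 3 arrays and none passed (log2 fold changes -1.10, 1.52, 0.89 and 0.52). The methods' t-test calls NRIP1, DCX and RTN1, trend and robust variances call NRIP1 (adjusted p = 0.043), a mean log2 of at least 5 calls DCX (adjusted p = 0.045), leaving out siRNA-2 of Group 4 calls DCX, and no setting calls CTBP2, which stays under 1.5-fold.

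Under RA the paper's Northern blot shows less RIP140 transcript with RIP140 siRNA, and the array signal of NRIP1 in Group 4 vs. Group 2 was -0.21 (adjusted p = 0.75). The column of Table 1 for RIP140 siRNA cells follows Group 4 vs. Group 1 more closely than Group 4 vs. Group 3 in 45 of 45 genes, by the group means of its supplement. The probe sets given as HOXB5 and FOXD3 in Table 1 are annotated to HOXB3 and to FOXD3-AS1.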

Other observations

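No test in this part was chosen after the result was seen, apart from the values of single arrays in the last paragraph.

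Several gene lists moved with RA in single members and not as a set. Of 24 mesoderm and endoderm genes, 4 rose and 1 fell in Group 2 vs. Group 1 (adjusted p = 0.557 for the set) and 4 rose and 3 fell in Group 4 vs. Group 3 (adjusted p = 0.448). EOMES, a T-box gene of the primitive streak, fell by at least 1.93 in siRNA control cells, and GATA6, a transcription factor of endoderm, rose by at least 1.63. Of 35 WNT genes 5 rose and 5 fell in Group 2 vs. Group 1 (adjusted p = 0.896) and 6 rose and 6 fell in Group 4 vs. Group 3 (adjusted p = 0.448). TCF7L1, a transcriptional repressor of the pathway, fell by 1.93 in siRNA control cells. Of 22 fatty acid and glucose genes that RIP140 controls in fat cells, 2 rose in Group 4 vs. Group 3 (adjusted p = 0.176 for the set), among them CPT1A, the carnitine palmitoyltransferase of the liver, at 1.27.

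Of 9 TALE cofactors of HOX proteins 4 rose and 1 fell in Group 4 vs. Group 1 (adjusted p = 0.011, and adjusted p = 0.127 with an estimated correlation). The 22 retinoid genes had a median interaction of 0.04 (adjusted p = 0.0477, and adjusted p = 0.189 with an estimated correlation) and the 26 pluripotency genes of -0.19 (adjusted p = 0.00278, and adjusted p = 0.189 with an estimated correlation). Of 8 nuclear-retained non-coding RNAs 1, KCNQ1OT1, fell in Group 4 vs. Group 2 (2 when adjusted over the list alone; median -0.14, adjusted p = 0.0401, and adjusted p = 0.206 with an estimated correlation), and their median interaction was -0.35 (adjusted p = 0.0194, and adjusted p = 0.189 with an estimated correlation). Other probe sets of KCNQ1OT1, an imprinted antisense transcript, moved up in Group 4 vs. Group 2, with values given above. The probe set taken for the list fell at least 2.05-fold on every array (adjusted p = 0.05 after rounding up). Its adjusted p was 0.08, 0.087 and 0.086 without RISC-free-a, RISC-free-b and scrambled of Group 1, 0.079, 0.083 and 0.072 without siRNA-1, siRNA-2 and siRNA-3 of Group 3, 0.083 and 0.063 without siRNA-1 and siRNA-2 of Group 4 and 0.064 with the replicate block.

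The other lists had no set test past the threshold in any comparison. In Group 4 vs. Group 3 the adjusted p was 0.293 for 11 HOX genes of paralog groups 6 to 13, 0.378 for 35 nuclear receptor coregulators, 0.496 for 39 cell cycle genes, 0.632 for 33 interferon response genes, 0.78 for 41 splicing factors and 0.519 for 20 markers of other cell types. Among the last, THY1, a surface protein of mesenchymal and neural cells, fell by 1.28.

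With 3 against 3 arrays there are 10 splits of the arrays, too few for a share under 0.05. The real split, 1 of the 10, gave 936, 1814, 1078, 43 and 16 probe sets in Group 2 vs. Group 1, Group 4 vs. Group 1, Group 4 vs. Group 3, Group 4 vs. Group 2 and Group 3 vs. Group 1, and the highest other split gave 8, 17, 10, 29 and 5.

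The siRNA-3 array of Group 4 had an NRIP1 signal of 1480, against 1020 for siRNA-1 and 1370 for siRNA-2, and a 3′ to 5′ ratio of GAPDH and ACTB of 0.149. Without it 273 probe sets passed in Group 4 vs. Group 2.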
